# Impaired activation of succinate-induced type 2 immunity and secretory cell production in the small intestines of *Ptk6−/−* male mice

**DOI:** 10.1038/s41419-024-07149-9

**Published:** 2024-10-26

**Authors:** Katarina Vlajic, Wenjun Bie, Milica B. Gilic, Angela L. Tyner

**Keywords:** Biochemistry, Cell signalling, Innate immune cells

## Abstract

Protein tyrosine kinase 6 (PTK6) is an intracellular tyrosine kinase that is distantly related to the SRC family of tyrosine kinases. It is expressed in epithelial linings and regulates regeneration and repair of the intestinal epithelium. Analysis of publicly available datasets showed *Ptk6* is upregulated in tuft cells upon activation of type 2 immunity. We found that disruption of *Ptk6* influences gene expression involved in intestinal immune responses. Administration of succinate, which mimics infection and activates tuft cells, revealed PTK6-dependent activation of innate immune responses in male but not female mice. In contrast to all wild type and *Ptk6*−/− female mice, *Ptk6*−/− male mice do not activate innate immunity or upregulate differentiation of the tuft and goblet secretory cell lineages following succinate treatment. Mechanistically, we found that PTK6 regulates *Il25* and *Irag2*, genes that are required for tuft cell effector functions and activation of type 2 innate immunity, in organoids derived from intestines of male but not female mice. In patients with Crohn’s disease, PTK6 is upregulated in tuft cells in noninflamed regions of intestine. These data highlight roles for PTK6 in contributing to sex differences in intestinal innate immunity and provide new insights into the regulation of IL-25.

## Introduction

The rapidly regenerating intestinal epithelium contains anchored stem cells that give rise to absorptive cells and different secretory cells, including enteroendocrine, goblet, Paneth, and tuft cells. Mucus-secreting goblet cells and anti-microbial peptide-secreting Paneth cells are well-recognized regulators of host-microbe interactions [1, 2]. More recently, tuft cells were identified as activators of innate immunity and part of the surveillance system for extracellular pathogens such as helminths, protists, and bacteria [3–6]. Emerging studies also suggest roles for tuft cells in repair processes, such as the attenuation of chronic inflammation [7].

Tuft cells are rare epithelial cells in the intestine under normal conditions. They specifically express interleukin (IL)-25, a cytokine that is necessary for the activation of innate immunity [5]. Tuft cells express G protein-coupled receptors such as taste receptors [8, 9], the succinate receptor 1 (SUCNR1) [10–12], or the vomeronasal receptor Vmn2r26 [6], which detect pathogen metabolites in their environment. In mice, administration of the metabolite succinate in drinking water is sufficient to induce an innate immune response in the intestine [10–12]. Following activation of these receptors, tuft cells secrete IL-25 to alarm immune cells in the lamina propria that pathogens are present. IL-25 signals to innate lymphoid cells type 2 (ILC2s) to produce IL-13 and activate the immune cascade [5]. IL-13 drives the type 2 immune response through the recruitment of other immune cells and upregulation of Gasdermin C proteins (GSDMCs), which have roles in pyroptosis, caspase-1-dependent programmed cell death associated with inflammation [6, 13]. In addition, IL-13 promotes secretory cell differentiation, including differentiation of tuft and goblet cells that increase in number [3–5]. Increases in mucus production, fluid secretion, and muscle contraction generate a “weep and sweep” response to eliminate infections [14, 15].

Protein tyrosine kinase 6 (PTK6, also known as BRK or Sik) is an intracellular non-receptor tyrosine kinase distantly related to the SRC family, which belongs to the PTK6 family of protein kinases together with FRK and SRMS (reviewed in [16]). PTK6 is expressed in regenerating epithelial linings of the skin and gastrointestinal tract [17–19] and has been shown to regulate intestinal growth and differentiation [18, 20]. PTK6 regulates the WNT/β-catenin signaling pathway [21], as well as signaling downstream of several growth factor receptors, including EGFR, IGF1R, and MET (reviewed in [16]). PTK6 expression can be induced by different stress signals, including DNA damage, from γ-irradiation [22, 23], ultraviolet radiation [24], azoxymethane [25], to hypoxia [26]. Damaging signals lead to the upregulation of PTK6 in the progenitor cell/stem cell compartment in the intestine, to promote regeneration and repair of intestinal epithelium [22, 25].

New bulk RNA sequencing (RNA-seq) data revealed differences in mucosal innate immune response gene expression in mice with germline disruption of *Ptk6*. In publicly available datasets [27, 28], we detected increased *Ptk6* expression in the intestine following infections with the nematode parasite *Heligmosomoides bakeri* (Hb) or *Salmonella*, different activators of type 2 immunity. Here we demonstrate that PTK6 is essential for activation of type 2 immunity in male but not female mice. These data reveal important mechanistic differences in activation of type 2 immunity between sexes, which may have an impact on sexual disparities in disease pathogenesis.

## Results

### PTK6 regulates sex-specific gene expression in the intestine

Previous in vivo studies of PTK6 in the intestine utilized only male mice [18, 22, 25]. 

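RNA from the distal jejunum was sequenced for 24 mice, with 3 mice in each of the 8 groups given by sex, genotype and treatment, and 1 library per mouse. Genotypes were compared in the 12 control mice. The paper's methods describe selection of poly(A) RNA, stranded libraries made with dUTP, trimming with Cutadapt, mapping with HISAT2 to the reference genome, and expression estimates from StringTie and ballgown. The authors deposited the number of reads counted on each gene, without normalization, and FPKM values for the same libraries. The count table lists 56691 genes by Ensembl identifier, of which 34471 had a count in at least 1 library. Positions of genes are those of the deposited table, since the paper's text does not name the genome build. Of the 32415 genes that are also in GENCODE's annotation of GRCm38, 645 (1.99%) had the same start and end there, so the positions are not those of GRCm38. Total counts were 22826652 to 52106284 (median 44902313) in the male wild type controls and 42106773 to 43375676 (median 42378790) in the male *Ptk6*−/− controls. They were 44935905 to 49672583 (median 45032884) in the female wild type controls and 34248289 to 42733118 (median 39833788) in the female *Ptk6*−/− controls. The disrupted gene, *Ptk6*, had 7 to 61 counts in each of the 12 *Ptk6*−/− libraries and 284 to 2405 in each of the 12 wild type libraries. The gene *Rn18s-rs5*, for 18S ribosomal RNA, took 51.2% of the counts of replicate 1 of the male wild type controls (95% Wilson interval 51.20% to 51.24%). Such intervals, and the floor of 3 counts under which a level was not told from 0, cover counting error only, because reads are not independent molecules.

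From the counts, the genotypes were compared within each sex by edgeR's quasi-likelihood test after TMM normalization, over genes with at least 10 counts in at least 3 of the 6 libraries. A gene counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change of at least 2, the paper's thresholds. The paper's methods name DESeq2 for comparisons of groups, and DESeq2 was run as an alternative. Where every library of a group held at most 3 counts of a gene, the fold change was taken against 3 counts and is a lower bound. An exact permutation test of 3 mice against 3 cannot give a p under 0.1. Libraries also differed in how their counts depended on gene length, which was read from the ratio of the deposited counts to FPKM. The slope of log2 CPM on log2 gene length lay between −0.151 and 0.170 over the 24 libraries. It was −0.0573 to −0.00754 in the male wild type controls and 0.103 to 0.170 in the male *Ptk6*−/− controls.

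**Figure D1:**
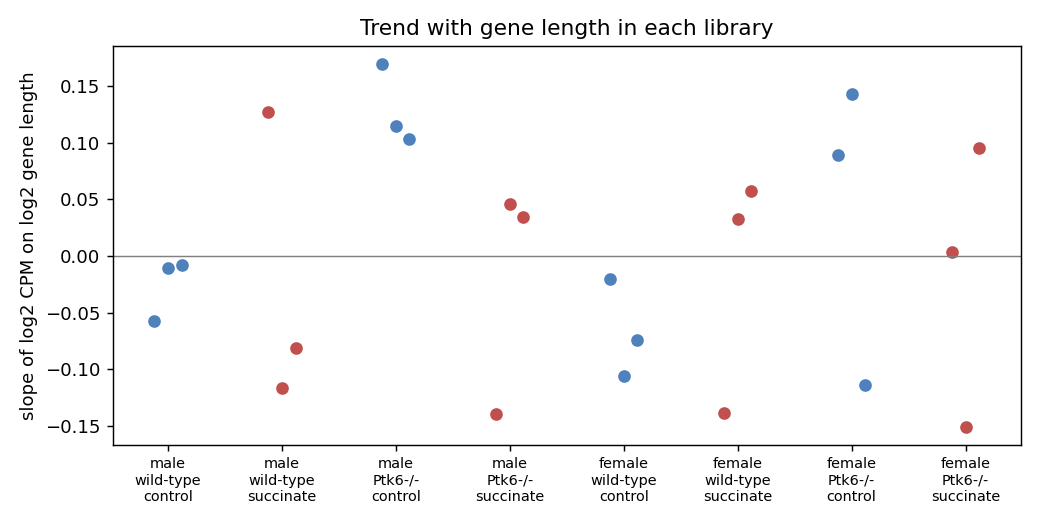
Slope of each library's log2 CPM on log2 gene length (y axis), by group (x axis), with 1 point per library, control libraries in blue and succinate libraries in red. The 3 male *Ptk6*−/− controls lie above 0 and the 3 male wild type controls below 0; the 3 female wild type controls lie below 0 too, and each of the other 5 groups has libraries on both sides of 0.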

To determine if there are sex-specific differences in PTK6 functions, we performed bulk RNA-seq using total RNA from distal jejunums of male and female wild type and *Ptk6*−/− mice. 

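In control males, 142 of the 19218 genes tested differed between the genotypes, and 4837 had an unadjusted p under 0.05. In control females, 3 of 19035 genes differed, with 2115 at an unadjusted p under 0.05. The libraries of the genotypes did not overlap in TMM-normalized CPM for 6149 genes in males (32.0% of those tested) and 3575 in females (18.8%), where chance gives 10% with 3 mice against 3. Of the 142 genes called in males, 141 had no overlap. Whether the effect of *Ptk6* disruption differed between the sexes was tested as the interaction of sex and genotype over the 12 controls. In that test 0 of 20428 genes passed, 947 had an unadjusted p under 0.05, and the smallest adjusted p was 0.410 (edgeR). DESeq2, voom and limma on log2 FPKM called genes for this interaction. Single libraries moved the numbers. For the genotype effect in control males, 211 genes were called without wild type replicate 1 and 2 without *Ptk6*−/− replicate 3. For the genotype effect in control females, 1808 genes were called without *Ptk6*−/− replicate 3, more than in males, and 0 without wild type replicate 2. Among the other alternatives, limma's voom method with sample quality weights moved the numbers most in females, to 2044 genes against 647 in males.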

Disruption of *Ptk6* led to more significant changes in gene expression in males than females. 

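Expression was higher in *Ptk6*−/− mice for 99 of the genes called in males and 1 in females. The increases in males with the smallest adjusted p and no overlap of libraries, among genes with a symbol other than a Gm or Rik name, were *Igf2*, *Zc3h11a* and *Rere*. *Igf2* (ENSMUSG00000048583, chromosome 7, 142204503 to 142215607) had 0.672 ± 0.236 CPM (SD, n = 3) in wild type and 17.8 ± 1.31 (SD, n = 3) in *Ptk6*−/− males. Its log2 fold change was 4.60 (standard error 0.24, edgeR adjusted p = 0.000518). Only 2 genes were called without *Ptk6*−/− replicate 3 of the males, 1 of them *Ptk6*, so *Igf2* and *Zc3h11a* did not both keep their calls. For *Zc3h11a*, at the floor in the wild type controls, that fit cannot decide. Without any 1 *Ptk6*−/− control, too few libraries passed the count filter for it to be tested. *Igf2* overlaps other genes on its strand, and the 3 genes summed had a log2 fold change of 0.70 (edgeR adjusted p = 0.0362). The *Zc3h11a* entry concerned (ENSMUSG00000116275, chromosome 1, 133547609 to 133589118) is 1 of 2 with that symbol and had at most 3 counts in each male wild type control. It was at least 595-fold higher in *Ptk6*−/− males, while the 3 genes that overlap there had a summed log2 fold change of 0.45 (edgeR adjusted p = 0.0517). In wild type males *Zc3h11a* was at least 318-fold higher after succinate, so it also rose from the floor without loss of *Ptk6*. Between the genotypes in control females it was at least 525-fold higher in *Ptk6*−/− mice. *Rere* (ENSMUSG00000039852, chromosome 4, 150366103 to 150706423) rose by 1.14 (standard error 0.10, edgeR adjusted p = 0.0114), with an adjusted p between 0.00949 and 0.0803 when 1 library was left out. It was not called with the length offset, nor without wild type replicate 2 or 3 or *Ptk6*−/− replicate 2 or 3. The increase in females was *Scgb1a1* (ENSMUSG00000024653, chromosome 19, 9061000 to 9065322), which encodes a secretoglobin of the airways. It had at most 3 counts in each female wild type control and was at least 124-fold higher in female *Ptk6*−/− controls (edgeR adjusted p = 0.0211). It was not called when any 1 of the 3 wild type libraries was left out. Without any 1 *Ptk6*−/− control, too few libraries passed the count filter for it to be tested. Thus no fit that left out 1 library kept the call of *Scgb1a1*. The highest *Scgb1a1* count in the 6 male *Ptk6*−/− libraries was 9.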

When compared with wild-type controls, increased expression of 532 genes was detected in male *Ptk6*−/− mice, compared with increased expression of only 98 genes in *Ptk6*−/− female mice (Fig. 1A). Similarly, loss of *Ptk6* led to decreased expression of 137 genes in males and 45 genes in females when compared with controls. 

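Expression was lower in *Ptk6*−/− mice for 43 of the genes called in males and 2 in females. *Ptk6* (ENSMUSG00000038751, chromosome 2, 180835514 to 180844582) fell from 30.0 ± 8.81 to 0.932 ± 0.257 CPM in males (SD, n = 3 each) and from 36.4 ± 10.5 to 0.731 ± 0.178 in females (SD, n = 3 each). Its log2 fold change was −5.04 (standard error 0.29, edgeR adjusted p = 0.000518) in males and −5.64 (standard error 0.36, edgeR adjusted p = 0.00632) in females. The call of *Ptk6* in females was lost without wild type replicate 2 or *Ptk6*−/− replicate 1 or 2. The next named decreases in males were *Rps15a*, with a log2 fold change of −1.03, and the processed pseudogene *Rpsa-ps10*, with −1.09 (edgeR adjusted p = 0.0200 for each). *Rps15a* was not called in any of the 6 fits that each left out 1 library, *Rpsa-ps10* only in the fit without *Ptk6*−/− replicate 1, and reads of ribosomal protein genes can be shared with their pseudogenes. All 82 ribosomal protein genes tested were lower in *Ptk6*−/− males, with a median log2 fold change of −0.88, −0.63 with the length offset and −0.41 on log2 FPKM, and 6 of them were called. The other decrease in females was *Pagr1a* (ENSMUSG00000030680, chromosome 7, 126614205 to 126616524), with a log2 fold change of −3.80 (standard error 0.26, edgeR adjusted p = 0.00632). *Pagr1a* was not called without wild type replicate 1 or 2 or *Ptk6*−/− replicate 1 or 2. The 5 genes that overlap at this locus on 1 strand had a summed log2 fold change of −0.57 (edgeR adjusted p = 0.448).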

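Of the 18469 genes tested in both sexes, 138 were called in males and 2 in females. They shared 1 gene, *Ptk6*, where 0.0149 would be shared by chance. Without wild type replicate 2 or *Ptk6*−/− replicate 1 or 2 of the females, 0 were shared. DESeq2 with its default filtering called 288 and 149 genes among those tested in both sexes and 21 in both, of which 14 were protein coding and 19 changed in the same direction, with 3.01 by chance. The alternative that moved the overlap most was voom, which gave 138 shared genes, 130 in the same direction, where chance gives 62.6. Without replicate 3 of the female *Ptk6*−/− controls, 58 genes were shared, of which 41 were protein coding.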

Only 35 differentially expressed genes (DEG), of which 18 are protein coding, were shared between males and females (Fig. 1B, Table S1). 

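Transcripts of *Il22ra1* (ENSMUSG00000037157, chromosome 4, 135455483 to 135479451), which encodes a subunit of the interleukin 22 receptor, were at 28.6 ± 2.84 CPM (SD, n = 3) in male wild type controls and 99.3 ± 19.2 (SD, n = 3) in male *Ptk6*−/− controls. The gene ranked 5 of those tested in males by p, with a log2 fold change of 1.76 (standard error 0.16, edgeR adjusted p = 0.0114). With each library left out in turn, the log2 fold change was never under 1.64 and the edgeR adjusted p lay between 0.00669 and 0.0803. The gene was not called without wild type replicate 2 or 3 or without *Ptk6*−/− replicate 3. In control females it was at 11.0 ± 9.39 CPM in wild type and 57.3 ± 54.4 in *Ptk6*−/− mice (SD, n = 3 each). The log2 fold change in females was 2.36 (standard error 1.04, edgeR adjusted p = 0.454), with libraries that overlapped between the genotypes.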

One of the most significantly upregulated genes in *Ptk6−/−* male mice is *Il22ra1*, which is expressed in all cell types, but is required for IL-22-induced differentiation of Paneth cells [29], as well as a specific subtype of goblet cells [30]. Heatmaps show the expression of top significant protein-coding DEGs between genotypes, and sexes, as well as significantly different expressed genes in male and female tissues dependent on genotype (Fig. 1C).

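Of the genes called in males, 138 were also tested in females, and 123 (89.1%) changed there in the same direction. The median log2 fold change of the genes higher in *Ptk6*−/− males was 0.96 in females, and that of the lower genes was −0.63. For 21 of these genes the interaction of sex and genotype had an unadjusted p under 0.05. Across the genes tested in both sexes, the log2 fold changes in males and females had a Pearson correlation of 0.288, a value across genes and not across mice. The fold changes also correlated with log2 gene length, by 0.328 in males and 0.181 in females. Part of the shared direction may thus follow gene length, which was not tested. The paper proposes unique roles for PTK6 in males and females (Fig. 1A).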

**Fig. 1:**
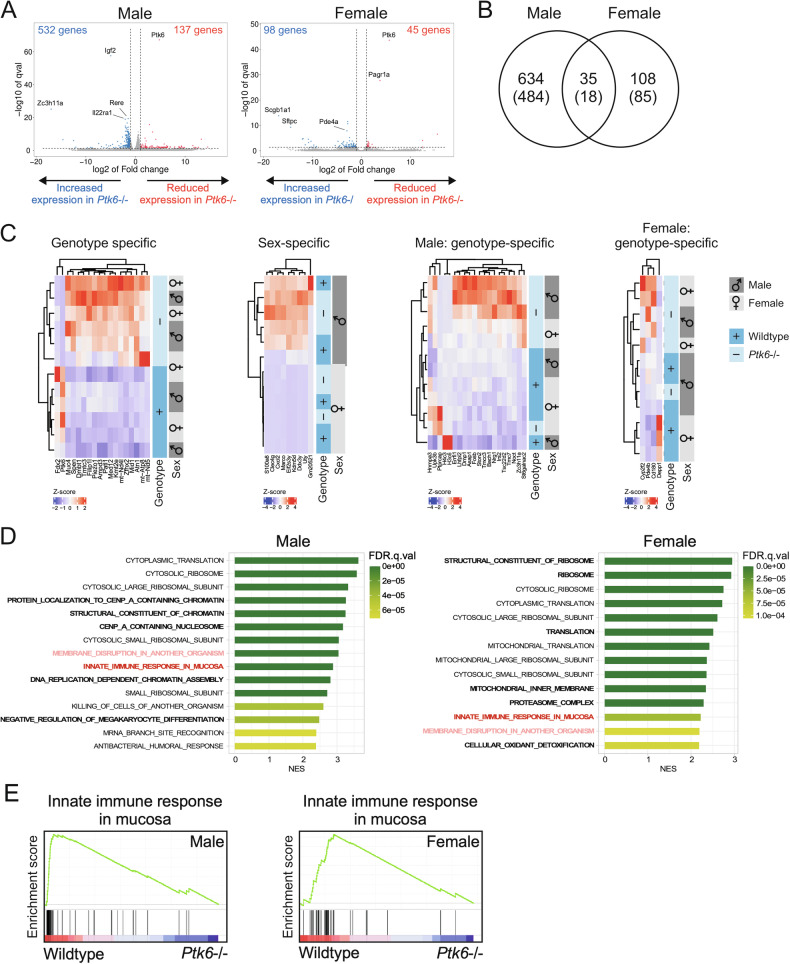
PTK6 regulates sex-specific gene expression and innate immunity genes in the intestine. **A** Analysis of jejunal RNA expression in male and female wild type and *Ptk6*−/− mice suggests unique roles for PTK6 in males and females. The volcano plots of differentially expressed genes (DEGs) show that male mice have more DEGs than female mice, with more genes changing in expression in male mice upon *Ptk6* loss. (N = 3 per group). **B** Male and female wild type and *Ptk6*−/− mice share only 35 genes among significantly DEGs. A Venn diagram shows number of male DEGs only, female DEGs only and mutual DEGs in the overlap. The number of all genes is shown on top, while protein coding genes are shown below in parenthesis. **C** Heatmaps show expression of significant DEGs between genotypes, sexes, as well as significantly different genes in males and females that are genotype specific. **D** Gene set enrichment analysis of genes expressed in male and female wild type and *Ptk6−/−* mice. Innate immune response in mucosa (bold red) is one of the top different gene sets in both male and female mice, based on normalized enrichment score (NES). Another top gene pathway is “Membrane disruption in another organism” (bold light red), which shares genes with “Innate immune response in mucosa”. Male mice have some specific gene sets that do not display significantly different gene expression in females, and vice versa (bold black). The top 15 gene sets are shown. NES represents normalized enrichment score to account for the gene set size. **E** The enrichment plots of the innate immune response in mucosa gene set from GSEA for male and female mice. The leading-edge subset shows a cluster of genes that are responsible for high enrichment scores (ES) in wild-type mice. For male mice: ES = 0.74977636, NES = 2.876303, NOM *p*-value < 0.0001, FDR *q*-value < 0.0001. For female mice: ES = 0.7265350, NES = 2.2186077, NOM *p*-value < 0.0001, FDR *q*-value < 0.0001.

To understand the differences between wildtype and *Ptk6*−/− mice, we used gene set enrichment analysis (GSEA). 

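The gene set was taken as the 40 genes whose annotation in the deposited table names the innate immune response in mucosa. All 34471 genes with a count were ranked here by the Signal2Noise statistic on the deposited FPKM values, wild type against *Ptk6*−/−. The paper's methods name that statistic and an expression matrix as the input, and not the unit of its values or the genes ranked. The enrichment score was 0.750 in control males and 0.727 in control females, where the paper's reported scores are 0.749776 and 0.726535. A positive score means higher expression in wild type mice. With each library left out in turn, the score ranged from 0.578 without wild type replicate 3 to 0.845 without *Ptk6*−/− replicate 1 in males, and from 0.600 without *Ptk6*−/− replicate 2 to 0.753 without wild type replicate 1 in females. Restricting the ranking to genes with at least 10 counts in 3 libraries gave 0.803 and 0.656. Random sets of equal size and mean FPKM reached a score as large with a share of 1e-04 in males, the smallest they can give, and 2e-04 in females, which compares genes and not mice.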

Transcriptome analysis identified the “innate immune response in mucosa” as one of the significantly different biological pathways between wild type and *Ptk6*−/− mice of both sexes (Fig. 1D, Table S1). Annotated genes included mostly Paneth cell genes (*Defa*) and some type 2 immunity genes (*Il4*), and the majority of these, including *Defa35*, *Defa27* and *Defa34*, were among the leading-edge genes in both male and female mice (Fig. 1E). 

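The 40 genes of the set included 23 *Defa* genes, and 5 of the set had at most 3 counts in each control library. The leading edge held 23 genes in males and 31 in females, of which 23 were in both. In females it held 16 without female wild type control replicate 2. Among the *Defa* genes, 21 were in the leading edge in males and 23 in females, with *Defa35*, *Defa27* and *Defa34* in each. *Defa27* had at most 33 counts in a male wild type control and 0 in every male *Ptk6*−/− control. *Il4* was in the leading edge in females and not in males, with at most 16 counts in a female and 9 in a male control library. The alpha-defensin genes have near-identical copies between which the counting could split reads, so values of single members are uncertain. For a list of 41 genes, every gene with a *Defa* symbol and *Il4*, the median log2 fold change between genotypes was −1.05 over 37 genes tested in males, with 6 genes called and 23 adjusted over the list alone. In females it was −0.53 over 38 genes, with 0 called and 0 adjusted over the list alone; the median there ranged from −1.10 without female *Ptk6*−/− control replicate 3 to −0.0086 without female wild type control replicate 2. With the length offset the medians were −0.57 and −0.24, and on log2 FPKM −0.65 and −0.54. The gene set test camera of limma gave an adjusted p of 1.36e-23 in males and 5.12e-06 in females with a preset correlation of 0.01 between genes, and limma's fry test gave 0.177 and 0.628. The paper states that PTK6 regulates innate immunity genes in the intestine (Fig. 1).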

Even though tuft and goblet cell marker genes were not in this gene set, there is a crosstalk between tuft and Paneth cells [31, 32], as well as tuft and goblet cells [5]. This suggested that PTK6 could have a role in the regulation of intestinal innate mucosal immunity responsible for defense against different pathogens, including bacteria, protists, helminths, fungi, and some viruses [4, 6, 33, 34].

### *Ptk6* is upregulated in tuft cells by pathogens that activate intestinal type 2 immunity

We examined publicly available datasets from different intestinal infection models for *Ptk6* expression. Analysis of RNA-seq data from mice infected with *Heligmosomoides bakeri* (Hb), showed increased expression of *Ptk6* at 24 h after infection (Fig. 2A) [28]. In a single cell (sc) RNA-seq study [27], we found *Ptk6* is significantly upregulated in small intestinal tissue at 10 days post-Hb infection (Hb D10) and 2 days after *Salmonella* infection (Fig. 2B). At the single-cell level, *Ptk6* expression exhibits an upward trend in tuft cells after Hb infection but was undetectable in tuft cells in uninfected controls and in *Salmonella*-infected intestines (Fig. 2B).

**Fig. 2:**
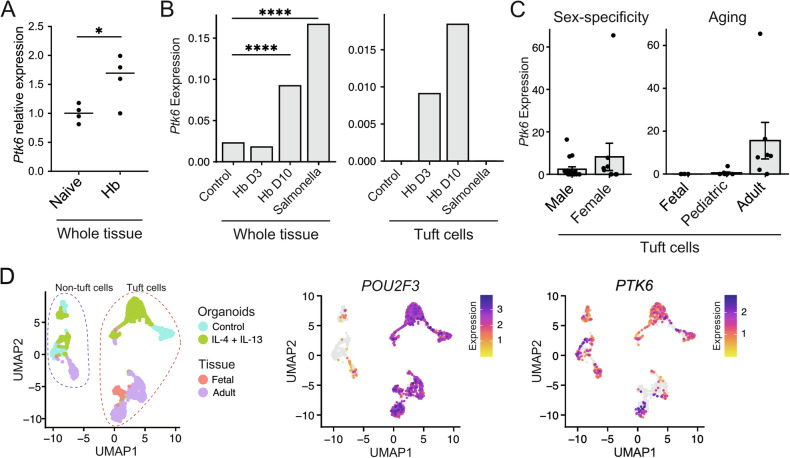
*Ptk6* is upregulated in tuft cells upon activation of type 2 immunity. **A** *Ptk6* mRNA expression increases in duodenum 24 h after infection with the helminth *Heligmosomoides bakeri* (Hb), shown as the change in relative expression from bulk-RNA-seq data [28]. **B** *Ptk6* expression increases by 10 days (D10) in whole intestinal tissue from mice infected with Hb or by 2 days following Salmonella infection [27]. Increased *Ptk6* expression was detected specifically in tuft cells in scRNA-seq data post Hb infection. *Ptk6* expression is shown as average expression from all cell types per condition (left) or for tuft cells only per condition (right). Significant upregulation of *Ptk6* at: day 10 upon *H. bakeri* infection p. adj = 2.120863e-15; day 2 upon Salmonella infection p.adj = 1.468545e-42. **C** In the human gastrointestinal tract, *PTK6* mRNA expression is upregulated with age in tuft cells, while it appears similar between sexes [35]. **D** *PTK6* expression is upregulated in tuft cells upon IL-13/IL-4 treatment of human intestinal organoids [36]. UMAP shows clustering of tuft and non-tuft cells, and their origins. *POU2F3* is shown as a marker for tuft cells. *PTK6* is predominantly found in organoid tuft cells, and to a lesser extent in tissue-derived tuft cells.

Exploring data from Elmentaite and colleagues, we detected *PTK6* expression in tuft cells in both male and female samples [35]. Interestingly, the majority of PTK6 expression was present in adult tuft cells (Fig. 2C). Upregulation of *PTK6* in human tuft cells upon activation of type 2 immunity is confirmed in single-cell RNA-seq data from organoids treated with IL-13 [36] (Fig. 2D). *PTK6* expression is particularly high in the population that is upregulated upon IL-4/IL-13 treatment. This suggested that PTK6 may play roles in regulating tuft cell differentiation and function.

### Male mice lacking PTK6 fail to upregulate differentiation of secretory cell lineages after succinate treatment

We used the succinate-based system to explore roles of PTK6 in type 2 immunity and tuft cell differentiation [10–12]. Wild type and *Ptk6*−/− mice were treated with succinate for 7 days and sections of jejunum were stained for expression of the tuft cell marker DCLK1, revealing sex-specific differences in induction of tuft cells. 

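The RNA sequencing of succinate-treated mice used the distal jejunum of 12 mice given 100 mM succinate for 7 days, 3 of each sex and genotype. The 12 control mice were those of the comparison of genotypes. Libraries, mapping and counting were as described for the controls. Total counts were 42784450 to 52824743 (median 43250923) in wild type males and 8080321 to 42156956 (median 33690435) in *Ptk6*−/− males. They were 34663680 to 46388799 (median 35802894) in wild type females and 46257796 to 50024575 (median 47135344) in *Ptk6*−/− females. Succinate was compared with control within each sex and genotype by the same edgeR test, with 3 libraries in each group. Differences between these effects were tested as interactions over the 12 or 24 libraries concerned. In wild type males 0 of 19183 genes were called, with 781 at an unadjusted p under 0.05, and in *Ptk6*−/− males 0 of 18966, with 1470. In wild type females 0 of 18872 were called, with 1466 at an unadjusted p under 0.05, and in *Ptk6*−/− females 17 of 19334, with 2060. All 17 genes called in *Ptk6*−/− females were higher after succinate, and their libraries did not overlap between the groups. In the order given, edgeR's smallest adjusted p was 0.382, 0.147, 0.114 and 0.00926. For the succinate effect in wild-type males, voom moved the count most, to 1556 genes. Without succinate replicate 1, 1077 genes were called there. For the succinate effect in wild-type females, it was 597 without succinate replicate 3. In *Ptk6*−/− females the number lay between 0 without control replicate 1 and 29 without succinate replicate 1. DESeq2 with its default filtering called 50, 36, 278 and 424 genes in the 4 comparisons. In replicate 1 of the succinate-treated *Ptk6*−/− males, the library with the fewest counts, *Rn18s-rs5* took 29.7% of the counts (95% Wilson interval 29.68% to 29.74%). A further 19.4% lay on the gene ENSMUSG00002076173, and 16768 genes had a count, the fewest of the 24 libraries. FPKM is scaled to all mapped fragments, so such counts can lower the FPKM of that library's other genes. After succinate in *Ptk6*−/− males, all gene lists but that of lymphoid follicles had a lower median on log2 FPKM than on counts, where both exist. A change of sign on that scale thus does not single out a gene or list there. Replicate 2 of the succinate-treated wild type females held transcripts of heart muscle and of the Y chromosome.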

Male *Ptk6*−/− mice do not exhibit an increase in tuft cells following succinate treatment (Fig. 3A), while both female wild type and *Ptk6*−/− mice have more tuft cells, than male wild type mice (Fig. 3A). Likewise, tuft cell marker gene expression [27] is significantly upregulated in female jejunums following succinate treatment (Fig. 3B, Table S2). 

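The paper takes the tuft cell marker genes of Fig. 3B from Haber et al. and does not state how the 47 shown were chosen. Its methods compare significant genes of these libraries with known markers, so values over this list alone are not taken as independent evidence. In wild type females 47 of 47 were higher after succinate, with a median log2 fold change of 2.10. None was called over all genes tested, and 38 were called adjusted over the list alone. In *Ptk6*−/− females 47 of 47 were higher, with a median of 2.29, 3 called over all genes and 39 adjusted over the list alone. A list of 33 tuft cell genes written from general knowledge, of which 20 are also in Fig. 3B, had medians of 2.31 and 2.48, and 1.26 and 1.46 on log2 FPKM. limma's camera test gave this list an adjusted p of 8.05e-42 in wild type and 5.68e-46 in *Ptk6*−/− females. Under fry the adjusted p was 0.139 and 0.0998, and camera with an estimated correlation between genes gave 0.273 and 0.255. Over the 318 tests of a list in a comparison, camera passed the threshold in 150, of which 4 held under fry and 0 with an estimated correlation. *Dclk1* (ENSMUSG00000027797, chromosome 3, 55149785 to 55446489) rose from 4.06 ± 0.573 to 15.9 ± 4.83 CPM in wild type females (SD, n = 3 each), a log2 fold change of 1.99 (standard error 0.33, edgeR adjusted p = 0.218). In *Ptk6*−/− females it rose from 3.93 ± 1.39 to 25.4 ± 13.6 (SD, n = 3 each), a log2 fold change of 2.67 (standard error 0.45, edgeR adjusted p = 0.148). Its libraries did not overlap between control and succinate in either genotype, where 3 mice against 3 allow an exact p of no less than 0.1. With DESeq2 in place of edgeR, *Dclk1* passed the threshold in both genotypes. *Sucnr1* (ENSMUSG00000027762, chromosome 3, 59989290 to 59994987), which encodes the succinate receptor, had log2 fold changes of 2.30 and 2.50 (edgeR adjusted p = 0.550 and 0.291).

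**Figure D2:**
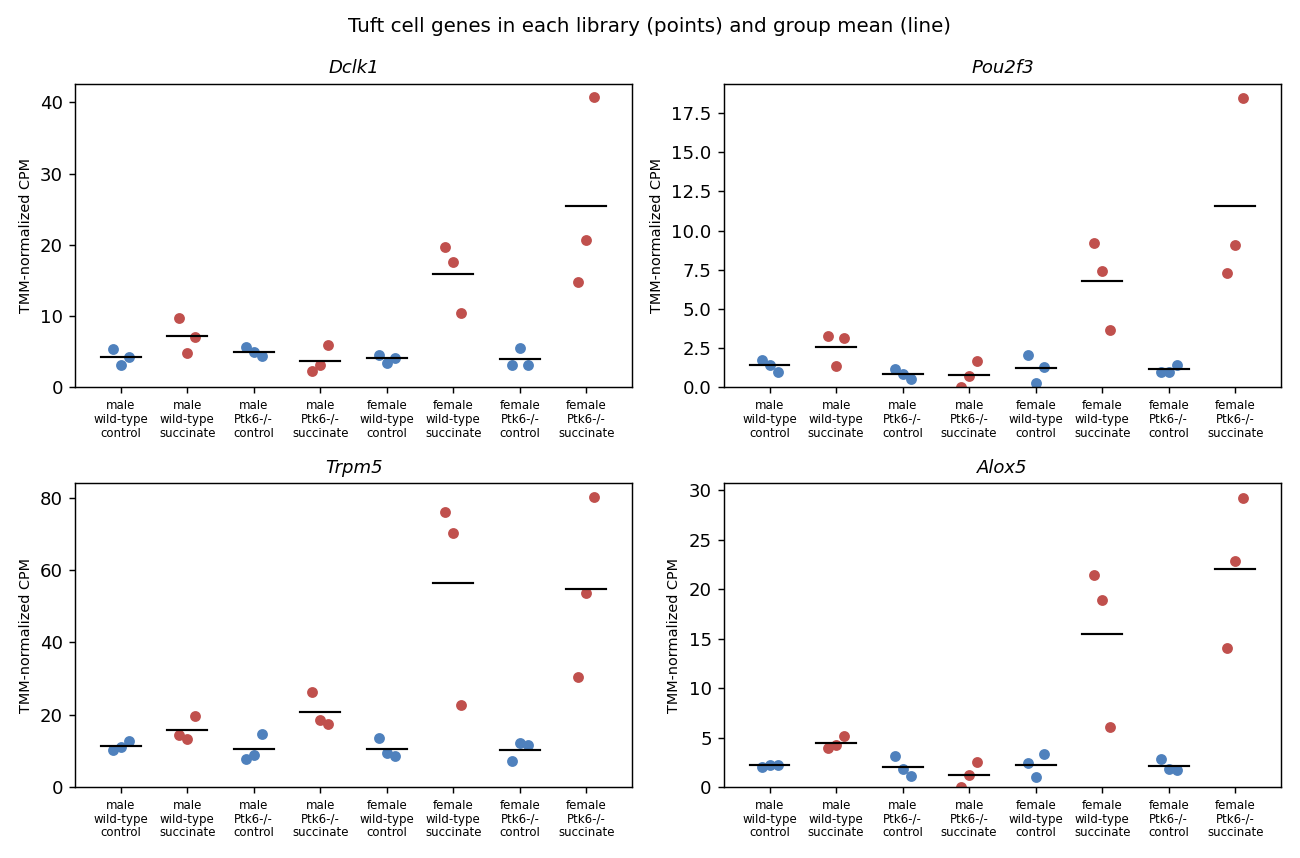
TMM-normalized CPM (y axis) of the tuft cell genes *Dclk1*, *Pou2f3*, *Trpm5* and *Alox5* in each library, by group (x axis), with a line at the mean of each group of 3 mice. In females the succinate libraries of *Dclk1* lie above the control libraries in both genotypes; in *Ptk6*−/− males they overlap with the controls.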

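In *Ptk6*−/− males 29 of the 45 tuft cell genes of Fig. 3B that were tested were higher after succinate, with a median log2 fold change of 0.16, −0.23 on log2 FPKM, and 0 genes called adjusted over the list alone. That median ranged from −0.21 without succinate replicate 3 to 0.35 without control replicate 2. In wild type males 46 of 46 were higher, with a median of 0.86 and 6 genes called adjusted over the list alone. The list of 33 tuft cell genes had medians of 0.027 in *Ptk6*−/− and 0.81 in wild type males. In *Ptk6*−/− males its direction was not fixed: without succinate replicate 3 the median was −0.51, and without succinate replicate 1, 0.22. On log2 FPKM it was −0.29, a scale on which the medians of other lists were lower too in this group. The difference between the genotypes, tested as an interaction, had a median of −0.87 on the log2 scale, with 28 of 31 genes responding less in *Ptk6*−/− males. limma's camera test gave this difference an adjusted p of 2.30e-07, and its fry test 0.208. Across all genes, 0 of 20340 passed the interaction test with edgeR, and 772 had an unadjusted p under 0.05. DESeq2, voom and edgeR with no filter on low counts called genes for it. *Dclk1* had a log2 fold change of −0.34 in *Ptk6*−/− males and 0.73 in wild type males (edgeR adjusted p = 0.757 and 0.947). Its ratio of fold changes between the genotypes was −1.06 on the log2 scale (standard error 0.53, edgeR adjusted p = 0.993).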

*Ptk6*−/− male mice treated with succinate express tuft cell marker genes similar to untreated males and females of both genotypes (Fig. 3B). We confirmed differences in expression of the tuft cell markers *Dclk1* and *Sucnr1* by qRT-PCR (Fig. 3C). Significantly upregulated genes in male and female wild type and *Ptk6*−/− female mice upon succinate treatment are predominantly part of the type 2 tuft cell gene signature [27] (Fig. S1A, B).

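The 24 genes of Fig. S1A, from the type 2 tuft cell signature, had median log2 fold changes after succinate of 0.80 in wild type males, 1.47 in wild type females and 2.08 in *Ptk6*−/− females, and all 24 were higher in each of these groups. In *Ptk6*−/− males 15 of 23 were higher, with a median of 0.21, or −0.096 on log2 FPKM, and with 1 library left out it ranged from 0.13 without succinate replicate 1 to 0.35 without control replicate 2. Called adjusted over the list alone were 2, 16, 19 and 0 genes in the same order, and over all genes tested 1 in *Ptk6*−/− females and 0 in the other groups. The list was chosen by the study on these libraries, so counts over it alone are not independent evidence.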

**Fig. 3:**
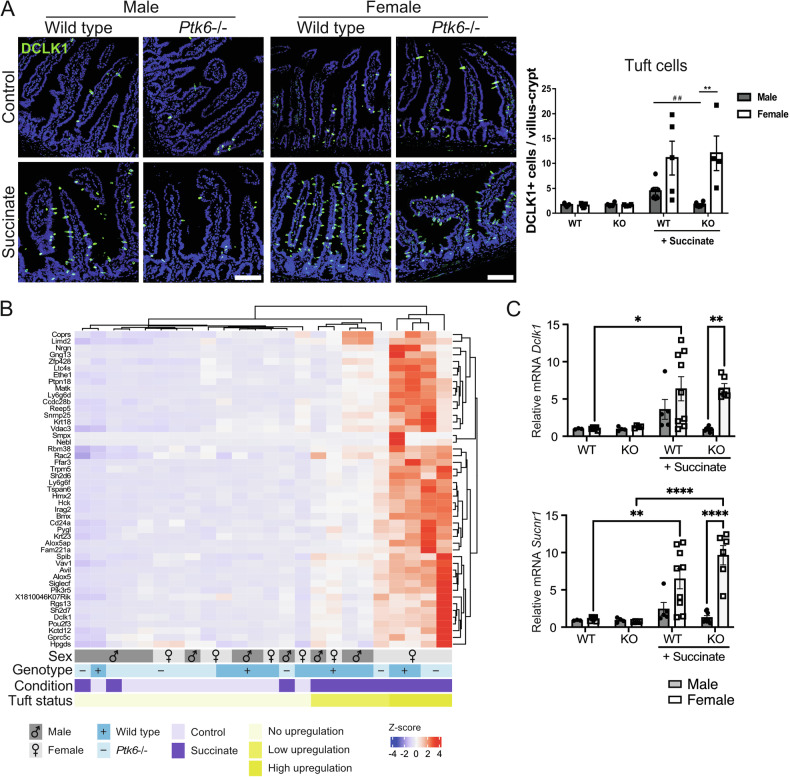
Tuft cell expansion is impaired in *Ptk6*−/− male mice after activation of type 2 immunity with succinate. **A** Induction of tuft cells is impaired in male *Ptk6*−/− (KO) mice following succinate treatment. Females exhibit an upward trend for stronger induction of tuft cells than males. Representative images of anti-DCLK1 staining in tuft cells of jejunal tissues from male and female wild type and *Ptk6*−/− mice. Scale bar, 50 *μ*m. Tuft cell numbers were determined as the total number of DCLK1+ cells per villus-crypt unit. **B** Expression of tuft cell marker genes identified by Haber et al. [27] was analyzed in jejunal RNA-seq data from male and female wild type and *Ptk6*−/− mice. Female wild type and *Ptk6*−/− mice exhibit strong upregulation of tuft cell marker genes, while male *Ptk6*−/− mice have impaired upregulation of these genes following succinate treatment. **C** Relative mRNA expression of tuft cell markers *Dclk1* and *Sucnr1*. qRT-PCR was performed with jejunal RNAs from wild type and *Ptk6*−/− male and female mice. Gene expression is normalized against *Rps17* and compared with wild type control mice. For all experiments: RNA-seq *n* = 3; quantification and qRT-PCR *n* = 3 to 9 mice. Graphs depict mean ± SEM. Statistics: Two-way ANOVA, adjusted for multiple comparisons using Tukey test. *p-value < 0.05, **^,##^*p*-value < 0.01, ****p-value < 0.0001. # is used for comparison within the same sex when shown on the same graph with all comparisons.

Since goblet cell expansion is characteristic for activation of type 2 immunity [3–5], we examined goblet cell differentiation following succinate treatment of wild type and *Ptk6*−/− mice. In human tissues, *PTK6* is found in both male and female goblet cells and is upregulated with aging (Fig. S1C), consistent with upregulation of secretory cell lineages with aging [37]. In jejunal sections stained with Alcian Blue to detect mucins, we observed sex differences in goblet cell numbers upon activation of type 2 immunity with succinate (Fig. 4A). The numbers of goblet cells in wild type and *Ptk6*−/− female mice show a positive upward trend, in comparison with wild type males. However, male *Ptk6*−/− mice do not exhibit any expansion of goblet cells (Fig. 4A). Several goblet cell marker genes are upregulated like tuft cell-related genes after the succinate treatment, particularly in female mice of both genotypes (Fig. 4B). In contrast, *Muc2* (mucin 2) and *P2ry4* (pyrimidinergic receptor P2Y4), expressed by goblet cells, are more highly expressed in untreated male and female *Ptk6*−/− controls, and their expression is reduced upon succinate treatment (Fig. 4B). 

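Of the 12 goblet cell genes of Fig. 4B, which the study chose on these libraries, 11 were higher after succinate in wild type females and 10 in *Ptk6*−/− females. Their median log2 fold changes were 0.75 and 1.28, against 0.37 in wild type and 0.55 in *Ptk6*−/− males, where the last was −0.16 on log2 FPKM. No gene was called over all genes tested in any of the 4 comparisons, and 8 were called adjusted over the list alone in *Ptk6*−/− females, with 0 in the other 3. A list of 16 goblet cell genes written from general knowledge had medians of 0.40 in wild type and 0.64 in *Ptk6*−/− females, and 0.29 and 0.35 in males, the last −0.32 on log2 FPKM. With 1 library left out, the medians of this list were −0.068 without succinate replicate 1 in wild type and 0.34 without succinate replicate 2 in *Ptk6*−/− females, 0.16 without succinate replicate 3 and 0.50 without succinate replicate 1 in wild type males, and 0.20 without succinate replicate 1 in *Ptk6*−/− males. With each library left out in turn, the median of the Fig. 4B genes ranged from 0.17 without succinate replicate 1 to 1.09 without succinate replicate 3 in wild type females and from 0.65 without succinate replicate 2 to 1.73 without control replicate 3 in *Ptk6*−/− females. In males it ranged from 0.22 without succinate replicate 3 to 0.62 without succinate replicate 1 in wild type and from 0.26 without succinate replicate 1 to 0.68 without succinate replicate 2 in *Ptk6*−/− mice. The difference of the response between the sexes, tested as an interaction, had an adjusted p by limma's fry test of 0.704 in wild type and 0.704 in *Ptk6*−/− mice.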

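*Muc2* (ENSMUSG00000025515, chromosome 7, 141276583 to 141308430) was at 1779 ± 408 CPM in wild type and 4559.8 ± 418 in *Ptk6*−/− control males (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.26, edgeR adjusted p = 0.0378). In control females it was at 2135 ± 693 and 5703 ± 2306 (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.46, edgeR adjusted p = 0.373). The call in males was lost with an offset for each library's trend with gene length, and without wild type replicate 2 or 3 or *Ptk6*−/− replicate 2 or 3; over the 6 fits that each left out 1 library the adjusted p ranged from 0.0276 to 0.125. *P2ry4* (ENSMUSG00000044359, chromosome X, 99633760 to 99638475) had log2 fold changes between genotypes of 1.28 in males and 1.91 in females (edgeR adjusted p = 0.214 and 0.460). After succinate, *Muc2* in *Ptk6*−/− mice changed by −0.23 in males and −1.57 in females on the log2 scale (edgeR adjusted p = 0.816 and 0.407). *P2ry4* in *Ptk6*−/− mice changed by −1.11 in males and −3.92 in females (edgeR adjusted p = 0.600 and 0.296). In *Ptk6*−/− females both decreases passed the threshold with DESeq2 and its default filtering. In wild type mice *Muc2* changed by 0.17 in males and 0.15 in females, and *P2ry4* by −1.09 and −0.57.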

Higher *Muc*2 mRNA expression was validated by qPCR (Fig. 4C). *Muc2* expression and goblet cells were upregulated in *Ptk6−/−Frk−/−Srms−/−* mice [38], suggesting that PTK6 may be a suppressor of *Muc2* production, although loss of *Ptk6* alone was not sufficient to upregulate basal goblet cell numbers.

**Fig. 4:**
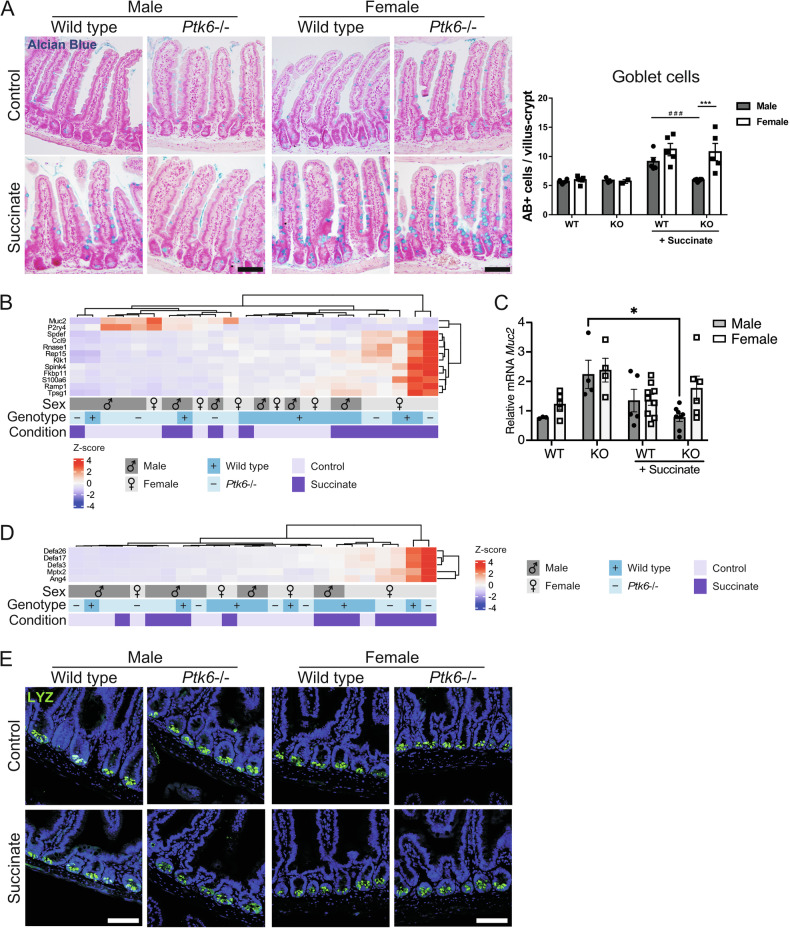
Male *Ptk6*−/− mice have impaired upregulation of goblet cells, as well as goblet and Paneth cell genes upon succinate treatment. **A** Expansion of goblet cells is impaired in male *Ptk6*−/− mice upon treatment with succinate. Representative images of Alcian Blue (AB) stained jejunum from male and female wild type and *Ptk6*−/− mice. Scale bar, 50 *μ*m. Quantification of goblet cells is shown as total number of AB+ cells per villus-crypt unit. ***^,###^ p-value <0.001. **B** Heatmap of significantly expressed goblet cell genes in RNA-seq data. *Ptk6*−/− control mice express higher levels of *Muc2* and *P2ry4*, goblet cell genes, compared with succinate treated mice. **C** qPCR was used to validate *Muc2* expression; relative *Muc2* mRNA expression is normalized against *Rps17*. *p-value < 0.5. **D** Expression of Paneth cell markers, identified by Haber et al. [27]. **E** There is no change in Paneth cell numbers upon succinate treatment for 7 days. Jejunums were stained for expression of lysozyme (LYZ), a Paneth cell marker. Scale bar, 50 μm.

Paneth cell marker genes are upregulated in wild type and *Ptk6*−/− female mice (Fig. 4D), but staining of jejunal sections with antibodies against lysozyme, a Paneth cell marker, did not show any changes in Paneth cell numbers following succinate administration (Fig. 4E), as has been previously described [5]. This may be due to the long life of Paneth cells, which have a turnover time of up to 2 months [39]. Additionally, we did not observe differences in cell proliferation, identified by Ki67 staining (Fig. S2), and we did not detect any significant changes in the expression of proliferation markers in RNA-seq analysis, including *Mki67*, *Pcna*, and *Mcm2*.

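The 5 Paneth cell genes of Fig. 4D, *Defa26*, *Defa17*, *Defa3*, *Mptx2* and *Ang4*, were all higher after succinate in each sex and genotype. Their median log2 fold change was 0.94 in wild type females, 1.66 in *Ptk6*−/− females, and 0.25 in wild type males, and that of *Ptk6*−/− males lay between those of the females. On log2 FPKM the medians were 0.69, 1.75, 0.51 and 0.080 in wild type females, *Ptk6*−/− females, wild type males and *Ptk6*−/− males, and with the length offset 1.00, 1.48, 0.32 and 0.65. No gene was called over all genes tested, and adjusted over the list alone, 1 was called in wild type and 2 in *Ptk6*−/− females. The paper takes these markers from Haber et al. and does not state how the 5 were chosen, so these counts are not taken as independent evidence. With each library left out in turn, the median ranged from −0.013 without succinate replicate 1 to 1.47 without control replicate 2 in wild type females and from 0.81 without succinate replicate 2 to 2.10 without control replicate 3 in *Ptk6*−/− females. In males it ranged from −0.022 without succinate replicate 3 to 0.54 without succinate replicate 1 in wild type and from 0.053 without succinate replicate 1 to 1.62 without succinate replicate 3 in *Ptk6*−/− mice. A list of 10 Paneth cell genes written from general knowledge had medians of 0.67 and 1.58 in the females, which fell to −0.28 without succinate replicate 1 and 0.71 without succinate replicate 2, and in wild type females rose to 1.11 without control replicate 2. In males its medians were 0.17 in wild type, ranging from −0.052 without succinate replicate 3 to 0.47 without succinate replicate 1, and 0.78 in *Ptk6*−/− mice, ranging from 0.027 without succinate replicate 1 to 1.23 without control replicate 1, with 0.46 and −0.077 on log2 FPKM. The gene that encodes lysozyme, *Lyz1*, is in this list and had a log2 fold change of −0.97 in wild type and −0.044 in *Ptk6*−/− females (edgeR adjusted p = 0.683 and 0.987).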

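After succinate, *Mki67* changed by −0.17 on the log2 scale in wild type males, 0.12 in *Ptk6*−/− males, 0.058 in wild type females and 0.073 in *Ptk6*−/− females. *Pcna* changed by 0.21, −0.27, −0.43 and 0.51, and *Mcm2* by 0.011, −0.036, −0.18 and 0.046 in the same order. The adjusted p of these 12 values lay between 0.517 and 0.998 (edgeR). Their standard errors ranged from 0.20 to 0.44. In *Ptk6*−/− males the direction of *Mki67* and *Pcna* reversed without succinate replicate 1, and that of *Mcm2* without control replicate 1. Leaving out 1 library also reversed *Mcm2* in wild type males and in females of each genotype, and *Mki67* in females of each genotype.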

### Type 2 immunity genes are significantly upregulated in female mice following succinate treatment

To further understand the effect of *Ptk6* disruption on type 2 immunity, we examined the expression of genes that are upregulated following activation of the innate immune response [5, 13, 40, 41]. We focused on mediators of effector functions: enzymes for eicosanoid synthesis, cytokines, and pyroptotic genes. Several of these genes are significantly upregulated in succinate-treated wildtype and female *Ptk6−/−* mice in our dataset (Fig. 5A). 

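Of the 10 genes of Fig. 5A, which the study chose on these libraries, 8 had enough counts to be tested in wild type males and females and in *Ptk6*−/− males, and 9 in *Ptk6*−/− females. After succinate all tested genes were higher in wild type males (median log2 fold change 2.04), wild type females (3.37) and *Ptk6*−/− females (4.16). In *Ptk6*−/− males 6 of 8 were higher, with a median of 0.30, or −0.32 on log2 FPKM, and with each library left out in turn it ranged from −0.12 without succinate replicate 3 to 0.52 without succinate replicate 2. Over all genes tested, 6 were called in *Ptk6*−/− females, *Pla2g4c*, *Alox5* and the gasdermin genes *Gsdmc*, *Gsdmc2*, *Gsdmc3* and *Gsdmc4*, and 0 in the other groups. Adjusted over the list alone, 7 were called in wild type males, 8 in wild type females, 8 in *Ptk6*−/− females and 0 in *Ptk6*−/− males. *Alox5* (ENSMUSG00000025701, chromosome 6, 116387038 to 116438139) had log2 fold changes of 1.00 in wild type males, −0.47 in *Ptk6*−/− males, 2.79 in wild type females and 3.34 in *Ptk6*−/− females, with an edgeR adjusted p of 0.0458 in the last. The cytokine genes were near the floor. *Il25* had 0 counts in every male wild type control and every *Ptk6*−/− male, and 6 to 9 in the succinate-treated wild type males, at least 1.44-fold higher. *Il13* was at least 11.0-fold higher after succinate in wild type and 20.4-fold in *Ptk6*−/− females, and had at most 11 counts in any male library.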

We used qRT-PCR to validate RNA-seq data for cytokines *Il25* and *Il13* and observed an upward trend in the expression of these genes in wildtype males and females, as well as *Ptk6*−/− females, in response to succinate treatment (Fig. 5B).

**Fig. 5:**
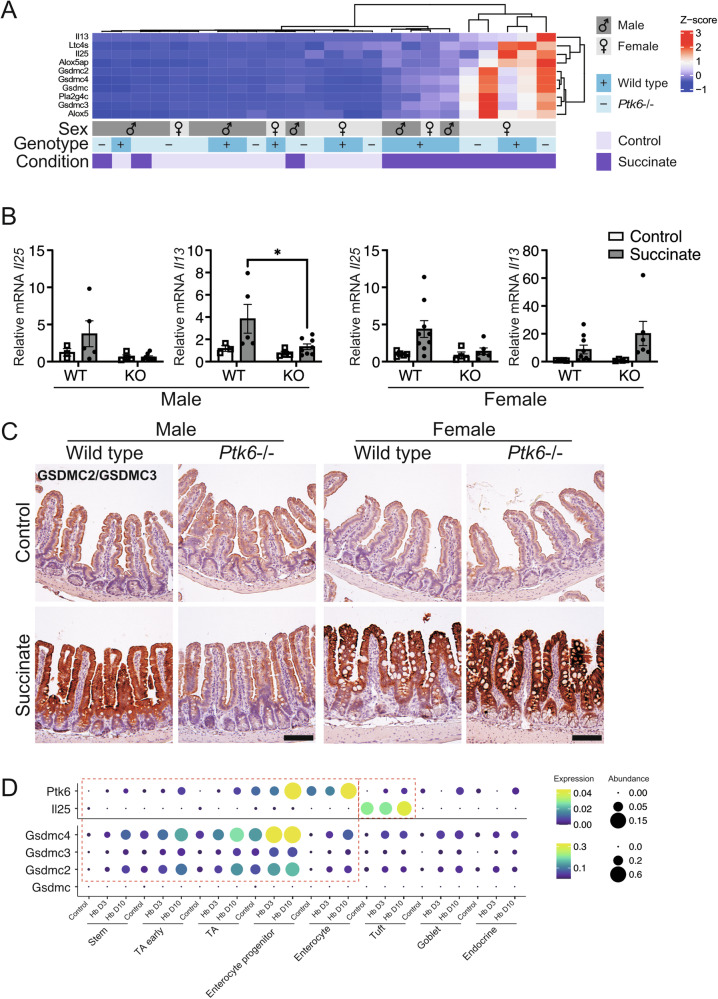
Tuft cell effector functions are impaired in male *Ptk6*−/− mice. **A** A heatmap shows a significant increase in expression of tuft cell effector and type 2 immunity genes in succinate-treated female mice, and impaired upregulation in male succinate-treated *Ptk6*−/− mice. Gasdermin C genes (*Gsdmc1-4*) involved in type 2 immunity related pyroptosis, and *Pla2g4c* are some of the most significantly upregulated genes in the dataset. **B** Examination of gene expression using qRT-PCR shows impaired induction of type 2 immunity cytokine genes in male *Ptk6*−/− mice. Relative expression of *Il25* from tuft cells, and *Il13*, an ILC2-produced cytokine needed for differentiation and expansion of tuft cells, in male and female mice is shown. Gene expression is normalized against *Rps17*. Graphs depict mean ± SEM. Statistics: Two-way ANOVA, adjusted for multiple comparisons using Tukey test. *p-value < 0.05. **C** GSDMC2 and GSDMC3 expression is upregulated upon succinate treatment in intestines of male wild type and female wild type and *Ptk6*−/− mice. Male *Ptk6*−/− do not display upregulation of pyroptotic genes upon succinate treatment. Intestinal sections were stained with an antibody that detects both GSDMC2 and GSDMC3. Scale bar, 50 μm. **D** Analysis of Haber et al. scRNA-seq data [27] shows that *Ptk6* and *Il25* are upregulated in tuft cell population upon helminth infection (Hb). *Gsdmc1-4* are upregulated in stem, transient amplifying (TA) and enterocyte populations in a pattern like *Ptk6*. Expression of genes in specific populations are surrounded by red dashed lines.

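*Pla2g4c* (ENSMUSG00000033847, chromosome 7, 13058580 to 13094597) rose in wild type males from 2.85 ± 1.38 to 328 ± 374 CPM (SD, n = 3 each), a log2 fold change of 6.88 (standard error 1.03, edgeR adjusted p = 0.947). In *Ptk6*−/− males it changed from 7.20 ± 5.43 to 22.4 ± 20.5 (SD, n = 3 each), a log2 fold change of 1.68 (standard error 0.91, edgeR adjusted p = 0.609). Its log2 fold change was 7.45 in wild type females (standard error 0.69, edgeR adjusted p = 0.114) and 7.22 in *Ptk6*−/− females (standard error 0.48, edgeR adjusted p = 0.00926). *Gsdmc2*, *Gsdmc3* and *Gsdmc4* lie side by side on chromosome 15, from 63696195 to 63784146, and are close paralogs between which the counting could split reads. In wild type males their log2 fold changes were 1.99, 2.09 and 2.26, each with an edgeR adjusted p of 0.947. In wild type females they were 4.06, 3.49 and 3.47 (edgeR adjusted p = 0.213, 0.177 and 0.184), and in *Ptk6*−/− females 4.35, 4.17 and 4.03 (edgeR adjusted p = 0.0409 for each). DESeq2 with default filtering called *Pla2g4c*, *Gsdmc2*, *Gsdmc3* and *Gsdmc4* in wild type males and females as well, and so did edgeR without succinate replicate 1 in males or without succinate replicate 3 in females. In *Ptk6*−/− females the call of *Pla2g4c* was lost without control replicate 1 or 2 or succinate replicate 2 or 3, and those of the 3 *Gsdmc* genes also without control replicate 3. The paper states that tuft cell effector functions are impaired in male *Ptk6*−/− mice.

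**Figure D3:**
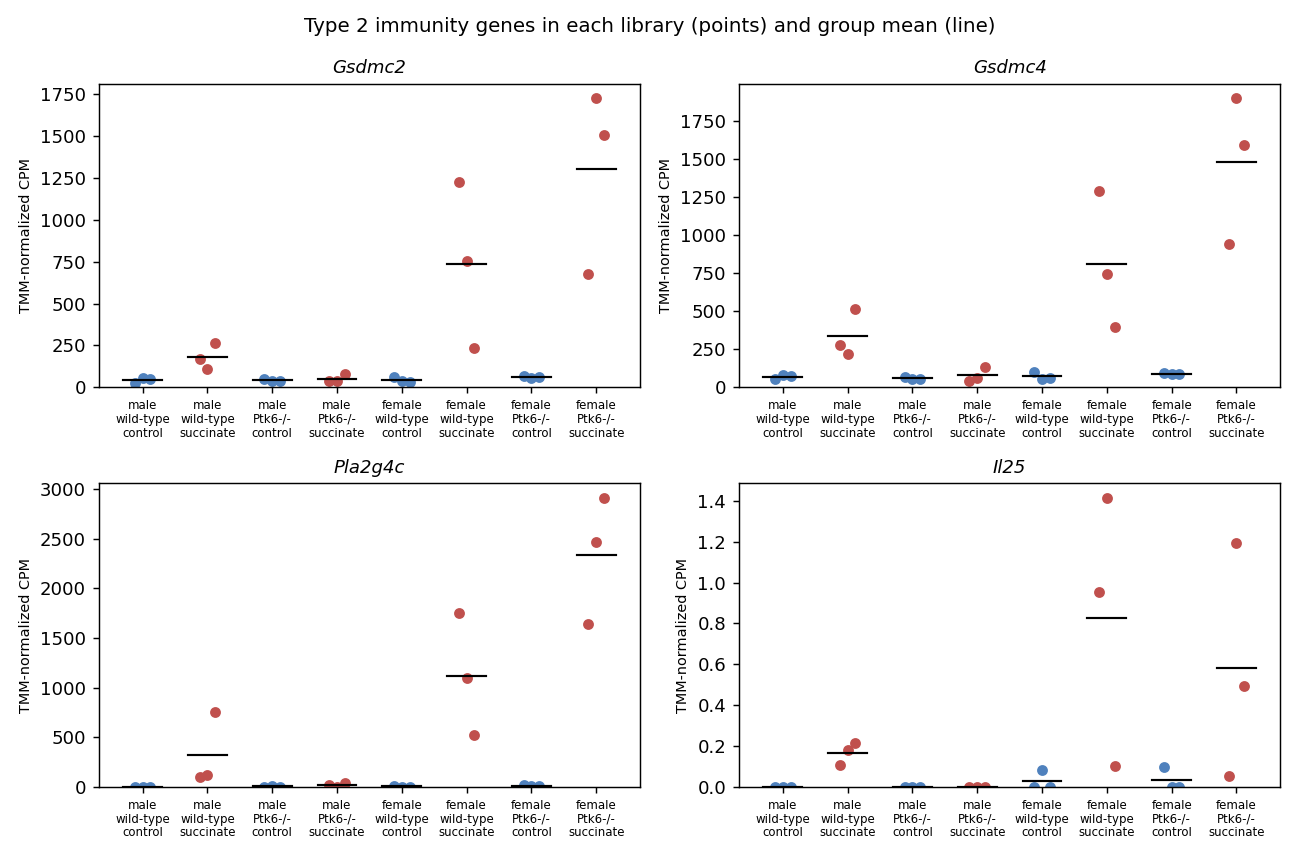
TMM-normalized CPM (y axis) of *Gsdmc2*, *Gsdmc4*, *Pla2g4c* and *Il25* in each library, by group (x axis), with a line at the mean of each group of 3 mice. The succinate libraries of *Gsdmc2* lie above the controls in wild type males and in females of both genotypes, and overlap with the controls in *Ptk6*−/− males; *Il25* is at 0 in both groups of *Ptk6*−/− males.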

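Ranked by p among all genes tested for an effect of succinate, *Gsdmc4*, *Gsdmc3* and *Gsdmc2* were at ranks 4, 5 and 11 in wild type males and at 19, 6 and 27 in wild type females. In *Ptk6*−/− females they were at ranks 5, 6 and 8, and *Gsdmc* (ENSMUSG00000079025, chromosome 15, 63647817 to 63680608) was at rank 4. In *Ptk6*−/− males the ranks of *Gsdmc4*, *Gsdmc3* and *Gsdmc2* were 7577, 18393 and 9750. *Pla2g4c* ranked 3 in wild type males and 1 in females of each genotype. Ranked next to it in *Ptk6*−/− females were *Slc28a1* and *Me1*, with log2 fold changes of 4.47 and 4.17 (edgeR adjusted p = 0.0125 for each).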

Genes encoding GSDMCs, regulators of pyroptosis, are one of the most significant classes of DEGs in our dataset (Table S2). Succinate-treated females and wild type males exhibited strong upregulation of GSDMC2 and GSDMC3 in the jejunum, while male *Ptk6*−/− mice failed to upregulate these proteins (Fig. 5C). This pattern of protein expression mimics the RNA expression. 

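In *Ptk6*−/− males *Gsdmc2* changed from 42.3 ± 4.49 to 50.0 ± 23.4 CPM after succinate (SD, n = 3 each), and *Gsdmc3* from 22.5 ± 4.99 to 21.4 ± 12.3 (SD, n = 3 each). Their log2 fold changes were 0.29 and −0.023 (edgeR adjusted p = 0.752 and 0.985), and the direction reversed without succinate replicate 3 for *Gsdmc2* and for *Gsdmc3* without control replicate 1 or 2 or succinate replicate 1 or 2. On log2 FPKM *Gsdmc2* was lower after succinate. In wild type males *Gsdmc2* rose from 44.9 ± 14.5 to 181 ± 77.3 (SD, n = 3 each). The interaction of genotype and succinate in males was −1.70 for *Gsdmc2* on the log2 scale (standard error 0.53, edgeR adjusted p = 0.992), −1.81 for *Gsdmc4* and −5.20 for *Pla2g4c*. Over the genes of Fig. 5A its median was −1.75, with 4 of 8 called adjusted over the list alone and an adjusted p by limma's fry test of 0.145.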

Analysis of the Haber et al. scRNA-seq dataset [27] revealed upward trend in *Il25* and *Ptk6* expression in tuft cells upon activation of type 2 immunity with Hb (Fig. 5D). Furthermore, *Gsdmc1-4* are upregulated in the same populations as *Ptk6* (Fig. 5D).

### PTK6 regulates *Irag2* and *Il25* expression required for tuft cell mediated activation of type 2 immunity in organoids developed from male mice

IL-13 treatment of intestinal organoids provides effective in vitro model for studying activation of type 2 immunity [30, 36], eliminating contributions of other immune cells and the microbiome to intestinal epithelium. IL-13 is normally produced by activated ILC2s, and organoids treated with IL-13 exhibit upregulation of tuft, goblet cell, and Paneth gene signatures [30]. We treated organoids developed from jejunal epithelium, with IL-13, and observed similar induction of tuft cells in organoids from male and female wild type and *Ptk6*−/− mice (Fig. 6A). No differences in GSDMC2 and GSDMC3 expression (Fig. 6B), or cell death, visualized by staining with SYTOX-red, were observed between the sexes or genotypes (Fig. 6C). The tuft cell marker genes *Dclk1* and *Sucnr1* were induced to a similar extent in organoids derived from the male and female mice of both genotypes (Fig. 6D, S3A). These data suggest that regulation of differentiation by IL-13 is intact in male and female *Ptk6*−/− mice and indicate that the defect in *Ptk6*−/− male mice is upstream of IL-13.

**Fig. 6:**
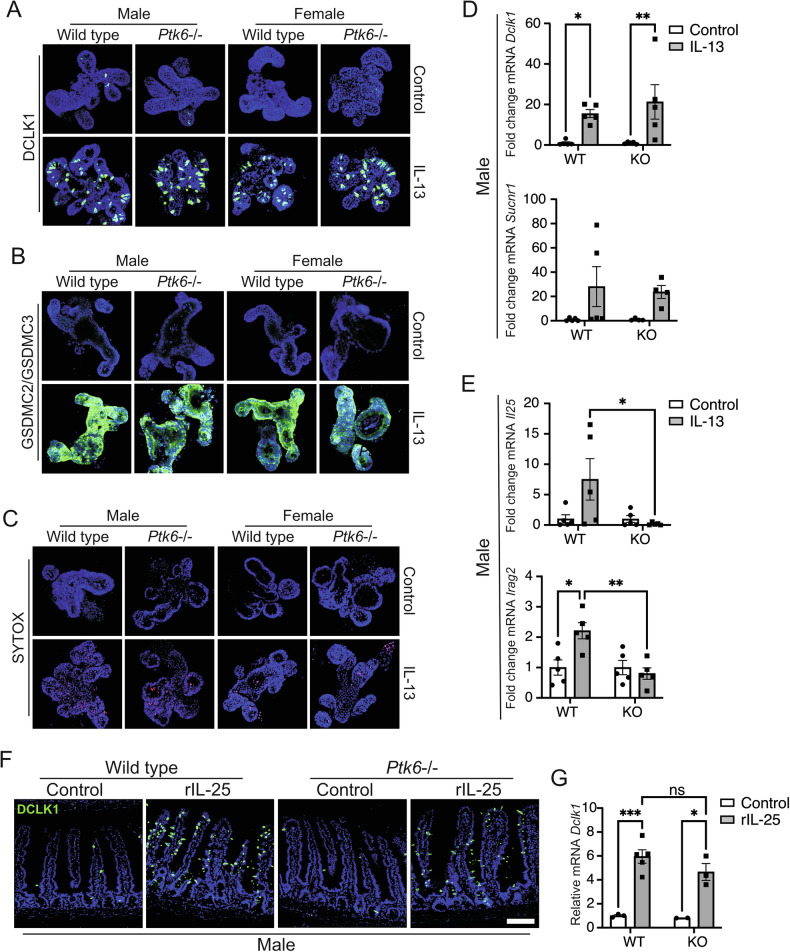
Impaired induction of *Il25* and *Irag2* in organoids developed from male *Ptk6*−/− mice following treatment with IL-13. **A** *Ptk6* disruption does not affect tuft cell differentiation. Organoids were treated for 7 days with 30 ng/ml IL-13 and visualized using anti-DCLK1 antibody. IL-13, a cytokine secreted in vivo by ILC2s upon activation of tuft cells, induced expansion of tuft cells in organoids developed from intestines of male and female wild type and *Ptk6*−/− mice. **B** Gasdermins GSDMC2 and GSDMC3 are upregulated following IL-13 treatment in organoids derived from all mice. **C** Cell death is induced with IL-13 in all organoids, visualized with SYTOX-red. Organoids were treated with SYTOX-red 30 min prior fixation and staining with DAPI. **D** Tuft cell marker genes *Dclk1* and *Sucnr1* are induced after IL-13 treatment in organoids derived from wild type and *Ptk6*−/− male mice. Gene expression is normalized against *Rps17* and shown as the fold change per genotype. **E** Upregulation of *Il25* and *Irag2* mRNA expression is impaired in organoids produced from *Ptk6*−/− male mice following IL-13 treatment. Gene expression is normalized against *Rps17* and is shown as the fold change per genotype**. F** Exogenous IL-25 rescued activation of type 2 immunity in *Ptk6*−/− male mice. Wild type and *Ptk6*−/− have similar induction of tuft cells after injection for 7 days with rIL-25. Tuft cells are visualized with anti-DCLK1 antibody. Scale bar, 50 μm. **G** Relative expression of *Dclk1* confirms upregulation of tuft cells upon rIL-25 administration to male *Ptk6*−/− mice. Gene expression is normalized against *Rps17*. For all experiments: Graphs depict mean ± SEM. Statistics: Two-way ANOVA, adjusted for multiple comparisons using Tukey test. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001.

Using qRT-PCR, we examined the expression of *Il25*, the tuft cell-specific cytokine that activates type 2 immunity in vivo. Interestingly, upregulation of *Il25* was impaired in organoids developed from male *Ptk6−*/− intestinal cells, showing an expression pattern like intact animals (Fig. 6E). Expression of *Irag2* is also impaired in male *Ptk6*−/− organoids (Fig. 6E). The product of *Irag2*, LRMP, mediates regulation of Ca2+ influx through interaction with IP3Rs, which is required for opening of transient receptor potential cation channel subfamily M member 5 (TRPM5) to induce membrane depolarization and IL-25 secretion [3, 42]. In organoids derived from female mice, expression of *Il25* and *Irag2* follows an upward trend after IL-13 treatment, but does not reach statistical significance (Fig. S3B). These data indicate that loss of PTK6 leads to a defect in effector functions of tuft cells in epithelial organoids developed only from males. Females may have higher basal expression of these genes, or there may be intermediate factors that more robustly activate their expression. Using scRNA-seq data from organoids [36], we confirmed that *PTK6* and *IRAG2* are expressed in the same tuft cell types upregulated upon IL-13 treatment and localized to the same cells (Fig. S3C, D).

To determine if impaired activation of innate immunity is dependent on lack of IL-25 in *Ptk6*−/− male mice, we asked if ectopic administration of IL-25 could rescue the secretory cell defects. We administered rIL-25 intraperitoneally to wild type and *Ptk6−/−* male mice. Exogenous IL-25 rescued activation of type 2 immunity in *Ptk6*−/− mice, detected by upregulation of tuft cells and *Dclk1* in jejunums from male *Ptk6*−/− mice (Fig. 6F, G). Goblet cell differentiation was also rescued in male *Ptk6−/−* mice as visualized with Alcian blue staining (Fig. S4A). Exploring the expression of two genes impacted by *Ptk6* loss, we show that *Irag2* had upward trend in wild type male mice upon IL-25 treatment, while in *Ptk6*−/− males it remained unchanged. On the other hand, *Il25* expression was rescued in male *Ptk6*−/− mice (Fig. S4B), suggesting that the administration of exogenous IL-25 can bypass the requirement for PTK6. These data further suggest that there are no immune cell defects in male *Ptk6*−/− mice, and that restoration of IL-25, expressed specifically by tuft cells, is sufficient to rescue ILC2 activation in *Ptk6−/−* male mice.

### PTK6 is expressed in tuft cells of noninflamed ileum from Crohn’s disease patients

Alterations in tuft cell production have been reported in patients with inflammatory bowel disease (IBD). Banerjee and colleagues showed roles for tuft cells and the activation of type 2 immunity in suppression of the IL-23 - IL-17 axis of type 3 immunity characteristic for Crohn’s disease (CD), followed by reconstitution of the epithelium [7]. Other studies report alterations in tuft cell production in CD [43, 44], as well as in ulcerative colitis (UC) [45]. To further understand how our findings might relate to human disease, we examined scRNA-seq data from ileal tissues of patients with CD or healthy controls [44]. Greater numbers of tuft cells were present in noninflamed ileal tissues of patients with CD [44] (Fig. 7A), and PTK6 was higher in these samples (Fig. 7B, C). Like findings of Banerjee and colleagues [7], inflamed intestines had reduced numbers of tuft cells [44] when compared with non-inflamed intestine (Fig. 7C). *PTK6* mRNA is expressed in tuft cells in ~15% of samples from healthy and inflamed tissues, while it is found in double the number of patients with tuft cells localized in non-inflamed regions (40%) (Fig. 7C). We did not observe significant differences in *PTK6* expression in tuft cells between sexes (Fig. S5), as already observed (Fig. 2C). Correlation analysis shows high correlation between *PTK6*, *IL25* and *IRAG2* (Fig. 7E). *IL25* was expressed only in tuft cells from noninflamed samples, and *PTK6* was co-expressed with *IL25* in 5/6 of samples (Fig. 7E), supporting potential crosstalk in tuft cells.

**Fig. 7:**
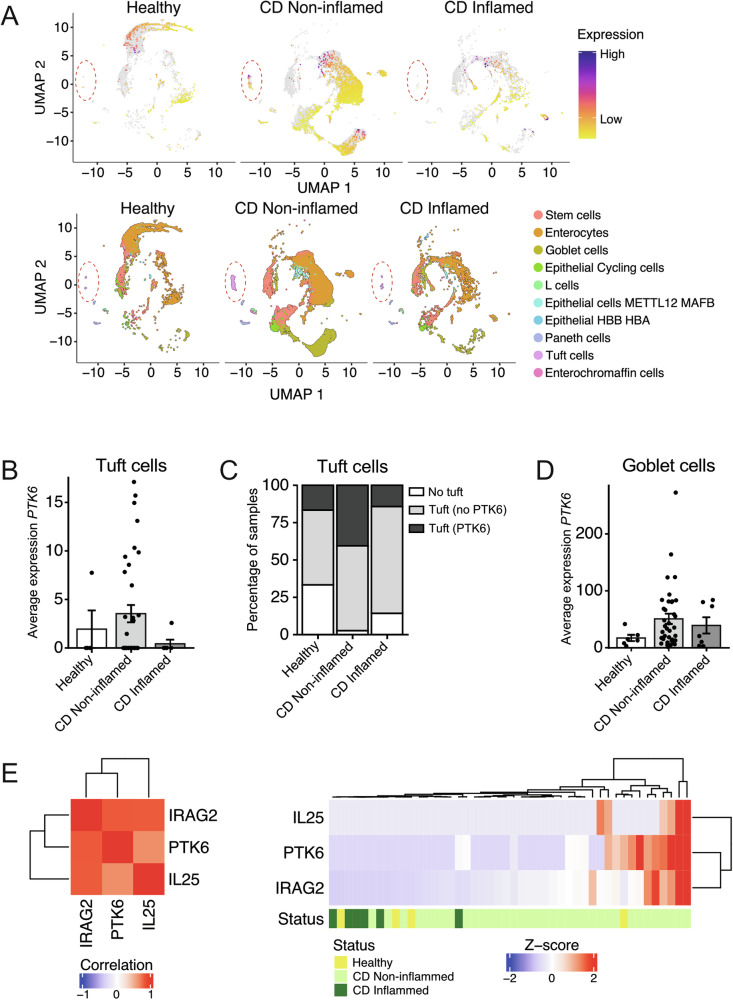
PTK6 is upregulated in tuft cells from noninflamed intestine in Crohn’s disease patients. **A** *PTK6* is highly expressed in enterocytes and goblet cells in the ileum in patients with Crohn’s disease (CD) and healthy controls. Analysis of scRNA-seq data from Kong, et al. [44] revealed expression of *PTK6* in other populations, including tuft cells (surrounded by red dashed circles). The bottom panel shows different cell populations in each sample group. All stem populations are grouped as “Stem cells”; all enterocyte populations are grouped as “Enterocytes”; all goblet cell populations are grouped as “Goblet cells”, following authors’ annotations [44]. **B** Average expression of *PTK6* in tuft cells per patient from Kong et al. scRNA-seq data [44]. **C** *PTK6* is expressed in tuft cells from a subset of samples. It is mostly expressed in tuft cells from non-inflamed CD tissues, and to a lesser extent in healthy controls and inflamed CD tissues. **D** *PTK6* is expressed in goblet cells from human patients. **E** Correlation matrix and expression heatmap of *PTK6*, *IL25* and *IRAG2* from Kong, et al. dataset [44]. Expression of *PTK6* per sample (sum of cell expression, per cell type) positively correlates with expression of *IL25* and *IRAG2* (PTK6-IRAG2: *r* = 0.81, *p*-value < 0.0001; PTK6-IL25: *r* = 0.64, *p*-value < 0.0001). Heatmap shows Z-scores of summed expression for each of the genes per cell type. *IL25* is upregulated in tuft cells in a subset of non-inflamed tissues only. It is co-expressed with *PTK6* in 5/6 samples.

Using the same dataset [44], we show that *PTK6* is highly expressed in goblet cells in all groups of human samples (Fig. 7D). Together these data indicate that PTK6 may function in epithelial cells with roles in mucosal immunity, and it may regulate gene expression and/or function directly, or indirectly through regulating IL-25 expression and/or secretion.

## Discussion

Research in the last decade has revealed important differences in biology between sexes, and here we report significant differences between male and female mice dependent on PTK6 (Fig. 1). Gene set enrichment pathway analysis identified the “innate immune response in mucosa” as one of the top differences between wildtype and *Ptk6*−/− animals in both sexes (Fig. 1D) and prompted us to further explore the role of PTK6 in innate immunity. We detected upregulation of *Ptk6* upon infection with helminths and bacteria (Fig. 2A, B). Looking closely at the pathways, *Ptk6* is upregulated in tuft cells upon activation of innate type 2 immunity in vivo and in vitro (Fig. 2B, D).

We show that PTK6 regulates tuft cell-mediated activation of type 2 immunity and secretory cell expansion in the intestines of male mice. Sex differences in innate type 2 immunity in the intestine are not well understood. Activation of innate type 2 immunity in various organs shows a strong sex bias, with females having stronger and more robust immune responses [46]. Sex hormones may regulate sex-bias in innate immunity. Androgens negatively regulate ILC2s, and ILC2s express higher levels of the androgen receptor [47, 48].

Female mice produce more tuft and goblet cells than males following succinate treatment (Figs. 3A, 4A), exhibit higher expression of tuft cell markers and stronger activation of type 2 immunity (Figs. 3–5). 

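The response to succinate was compared between the sexes as an interaction. Over the list of 33 tuft cell genes, the median difference between females and males was 1.13 on the log2 scale in wild type and 2.37 in *Ptk6*−/− mice, with 29 of 32 and 31 of 32 genes responding more in females. The adjusted p was 3.14e-13 and 2.26e-29 under camera, and 0.207 and 0.0588 under fry. Over the genes of Fig. 5A, chosen on these libraries, the median difference was 1.40 in wild type and 3.82 in *Ptk6*−/− mice (limma fry adjusted p = 0.386 and 0.0162), with 0.82 without succinate replicate 1 of the females in wild type, and for the genes of Fig. 3B it was 0.90 and 2.42. Gene by gene, edgeR called 0 of 20415 genes as different between the sexes in wild type mice and 0 of 20471 in *Ptk6*−/− mice. At an unadjusted p under 0.05 there were 1077 and 1458. DESeq2 called genes in both, more of them in *Ptk6*−/− mice. There voom, limma on log2 FPKM and edgeR with no filter on low counts called genes too.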

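In females DESeq2 called genes for the interaction of genotype and succinate. With edgeR this interaction was not detected: 0 of 20531 genes passed, with 1327 at an unadjusted p under 0.05. Its median over the list of 33 tuft cell genes was 0.22 on the log2 scale (limma fry adjusted p = 0.801), and without succinate replicate 3 of the wild type females it was −0.036, and 0.39 without succinate replicate 1 of the *Ptk6*−/− females. Over the genes of Fig. 5A the median was 0.46 (limma fry adjusted p = 0.792), and it ranged from −0.091 without female *Ptk6*−/− succinate replicate 2 to 0.87 without female wild type succinate replicate 1. The interaction of sex, genotype and succinate had a median of 1.14 for the tuft cell list (limma fry adjusted p = 0.291), with 1.82 without succinate replicate 3 of the *Ptk6*−/− males, and 2.59 for the genes of Fig. 5A (limma fry adjusted p = 0.202). Across all genes 0 of 21694 passed that test with edgeR, and 1299 had an unadjusted p under 0.05. DESeq2, voom and edgeR with no filter on low counts called genes for it.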

Female wild type and *Ptk6*−/− mice exhibit some differences in gene expression (Fig. 1), but they have similar upregulation of genes involved in tuft cell-mediated type 2 immunity. Expression of FRK and SRMS, two PTK6 family members, did not significantly change in female *Ptk6−/−* mice after succinate treatment (Fig. S6A, B). 

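*Frk* (ENSMUSG00000019779, chromosome 10, 34359395 to 34487274) was at 10.1 ± 3.40 FPKM in control and 9.96 ± 2.47 FPKM in succinate-treated *Ptk6*−/− females (SD, n = 3 each; two-sided exact permutation test, p = 1.00). *Srms* (ENSMUSG00000027579, chromosome 2, 180847355 to 180854978) was at 0.0221 ± 0.0289 and 0.0739 ± 0.0161 FPKM (SD, n = 3 each; exact permutation p = 0.100, the smallest that 3 mice against 3 allow). *Srms* had at most 9 counts in a control and 16 in a succinate-treated library of these mice, so its change rests on few reads.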

*FRK* is expressed in male and female tuft cells, and in tuft cells induced by IL-13 treatment (Fig. S6C, D).

Ectopic administration of the ILC2 cytokine IL-13 induced differentiation of tuft cells in wild type and *Ptk6*−/− organoid cultures (Fig. 6A), indicating stem cell responses are intact in the absence of PTK6. While IL-13-treated wild type and *Ptk6*−/− organoids produced equivalent numbers of tuft cells, we detected reduced expression of *Il25* and *Irag2* in male *Ptk6−/−* organoids compared with wild type organoids (Fig. 6E). Defects in IL-25-dependent effector functions in vivo would lead to impaired succinate-induced activation of ILC2s, secretion of IL-13 and secretory cell differentiation. Restoring IL-25 by administration of rIL-25 to *Ptk6*−/− male mice stimulated tuft cell differentiation to wild type levels (Fig. 6F).

Regulation of IL-25 in tuft cells at transcriptional, translational, and post-translational levels is not well understood. Epigenetic mechanisms may be involved, since sex-differences in PTK6 regulated *Il25* expression are maintained in organoid cultures. Rescue of *Il25* expression following administration of exogenous IL-25 (Fig. S4B) suggests that IL-25 may auto-regulate itself [49–51] independently of PTK6, and we cannot rule out induction of IL-25 transcription in rIL-25 treated mice by PTK6-independent mechanisms. IL-25 has been shown to be part of an autoregulatory loop that activates STAT3 [50, 51]. Interestingly, PTK6 regulates activation of STAT3 through direct tyrosine phosphorylation [25, 52], and STAT3 activation was impaired in *Ptk6*−/− male mice [25]. It is possible that impaired STAT3 activation could be corrected through activation of STAT3 by rIL25.

In humans, the *IL25* gene maps to an inflammatory bowel susceptibility locus (14q11-12, IBD4). However, no mutations or polymorphisms were identified in the *IL25* gene, leading investigators to conclude it had no association with IBD [53]. However, they did not consider contributions of transcriptional and posttranscriptional regulation. IL-25-mediated activation of type 2 immunity may have beneficial effects for patients with CD. Banerjee and colleagues reported a reduced number of tuft cells in inflamed ileums from patients and in a mouse model of CD [7]. PTK6 is expressed in tuft cells in almost half of patients in non-inflamed CD (Fig. 7C), and its expression shows an upward trend in tuft cells from noninflamed regions of CD ileums (Fig. 7B). Co-expression of *IL25* and *IRAG2* with *PTK6* in a subset of patients with noninflammatory CD further suggests crosstalk and the potential for PTK6 to regulate tuft cells and inflammation in CD.

Understanding contributions of sex to disease is critical for precision medicine. For example, sex differences impact the prevalence, risk, and outcomes of autoimmune and cardiovascular diseases and cancer [54]. In the intestine, type 2 immune responses are important for clearing certain infections, such as helminths, which can lead to malnutrition, vitamin deficiencies and intestinal obstructions [55]. Resistance to existing anthelmintics is a public health concern and understanding mechanisms of helminth clearance will be important for developing novel treatments [56]. Understanding the sex-biased functions of PTK6 in regulation of innate immunity may lead to improved strategies for treatment of a variety of sex-related diseases.

## Methods and materials

### Mice

Animal experiments were approved by the University of Illinois at Chicago Institutional Animal Care and Use Committee. All mice were maintained under specific pathogen-free conditions. The generation of the germline knockout of *Ptk6*^*−/−*^ has been described [18]. This strain has been backcrossed more than 20 generations into the C57BL/6 background and has been made available at The Jackson Laboratory Repository with the JAX Stock No. 038346. All experiments utilized aged-matched animals from different litters, from the same breeding colony. All experiments ended at 9–11 weeks of age. For experiments on activation of type 2 immunity, male and female wild type and *Ptk6*−/− mice were given 100 mM succinate (S9637; Sigma Aldrich, St. Louis, MO) in drinking water for 7 days [11]. For rescue experiments with IL-25, male wildtype and *Ptk6*^*−/−*^ mice were injected intraperitoneally 0.5 μg of rIL-25 (1399-IL; R&D systems, Minneapolis, MN) diluted in PBS, or PBS only for controls. Tissues were harvested and paraffin-embedded for histology or processed for RNA isolation. Jejunums were divided for immunohistochemistry (proximal and middle) and RNA preparation (distal).

### Organoid cultures

Organoids were generated from small intestines of 5 male wild type, 5 female wild type, 5 male *Ptk6*−/− and 5 female *Ptk6*−/− mice according to Sato et al. [57] following the media manufacturer’s protocol (STEMCell Technologies, Vancouver, Canada). Briefly, proximal jejunums from male and female 8–9 weeks old mice were harvested, 8 cm of the proximal small intestine was washed, villi scraped off, and the intestine was cut into 2 mm pieces. The pieces were washed with PBS 10 times and incubated with 3 mM EDTA in PBS for 30 min at 4 °C with gentle rocking. The crypts removal was facilitated by vigorous shaking, and crypts were passed through a 70 μm cell strainer (352350; Corning, Corning, New York). Crypts were washed in DMEM/F-12, counted, and resuspended in Matrigel (356231; Corning, Corning, New York) in a ratio of 2:3 (60 μl) with a final count ~700 crypts/well. After establishing the culture, organoids were passaged every 6–7 days using Gentle Cell Dissociation Reagent (100–0485, STEMCell Technologies). Experiments were performed between the 2^nd^ and 4^th^ passage.

To mimic the activation of type 2 immunity and promote tuft cell differentiation in culture, organoids were treated with 30 ng/ml IL-13 and/or 10 mM sodium-succinate, and at days 1, 3, and 5 after plating. Organoids were plated in 24-well plates for RNA analysis (6 wells per treatment), or ibidi 8-well chambers with glass bottoms (80827; Ibidi, Fitchburg, WI) for immunofluorescence (at least 2 wells per treatment per antibody). The addition of sodium-succinate alone or in combination with IL-13 had no impact on tuft cell differentiation in the organoid models.

### Pyroptosis analysis

Organoids were plated in each well of ibidi 8-well chambers, in 30 μl of 2:3 ratio of organoids/Matrigel mix per well. SYTOX-red (S34859; Invitrogen, Waltham, MA) was added to the medium at the concertation 0.5 μM, 30 min before the end of the experiment. After treatment, the organoids were washed, fixed in 4% paraformaldehyde for 30 min, and further analyzed.

### Immunohistochemistry and immunofluorescence

Tissues containing proximal/middle jejunums were rehydrated and antigen retrieval was performed using sodium-citrate buffer pH 6, at 95 °C for 20 min. For DAB staining, tissues were incubated with H_2_O_2_ for 10 min. Tissues were blocked in 5% BSA supplemented with 2% of appropriate serum based on the source of the secondary antibody, for 1 h at room temperature. Primary antibodies were incubated overnight at 4 °C. Secondary antibodies were incubated for 1 h following the appropriate detection. DAB-stained tissues were counterstained with Hematoxylin dye, while immunofluorescent tissues were counterstained with 4′,6-diamidino-2-phenylindole (DAPI; Invitrogen, Waltham, MA). The number of tuft cells is quantified as the number of DCLK1+ cells per crypt-villus. For the quantification, 4–5 of random areas from each tissue were taken with Leica DM8 fluorescent microscope at 10x magnification.

For organoid experiments, fixed organoids were permeabilized using 0.2% Triton-X in PBS for 30 min, washed in 0.1% Tween in PBS (PBST), and blocked in 5% BSA in PBST overnight at 4 °C. Primary antibodies were incubated overnight at 4 °C, secondary antibodies for 1.5 h at room temperature, and streptavidin-Alexa Fluor for 30 min at room temperature. Nuclei were stained with DAPI.

### Antibodies

Primary antibodies used in the study: anti-DCLK dilution 1:2000 (ab31704; Abcam, Cambridge, UK), anti-GSDMC2/GSDMC3 dilution 1:2500 (Abcam), anti-Lysozyme dilution 1:200 (A0099, DakoCytoman, Denmark), anti-Ki-67 1:200 (ab16667, Abcam).

### Alcian blue staining of goblet cells

Deparaffinized and rehydrated tissues were incubated in 3% glacial acetic acid solution prior to incubation with 1% w/v Alcian Blue solution (A3157; Sigma Aldrich, St. Louis, MO). Tissues were counterstained with Nuclear Fast Red (H3403; Vector Laboratories, Newark, California). The number of goblet cells is quantified as the number of Alcian Blue+ cells per crypt-villus. For quantification of goblet cells, 4–5 of random areas from each tissue were taken with Leica DM8 light microscope at 10x magnification.

### Quantitative RT–PCR

Total RNA was isolated from distal jejunums using TRIzol (15596026, Invitrogen), following the manufacturer’s protocol. cDNA was prepared from total RNA using iScript (1708891; Bio-Rad, Hercules, CA), and qPCR was performed using SensiFAST SYBR No-ROX Kit (BIO-98005; Meridian Life sciences, Cincinnati, OH) following the manufacturer’s protocols. Primers used in the study:

*Dclk1*: Fwd: 5′-CAGCCTGGACGAGCTGGTGG-3′, and Rev: 5′-TGACCAGTTGGGGTTCACAT-3′; *Il13*: Fwd: 5′-TGAGCAACATCACACAAGACC-3′, and Rev: 5′-GGCCTTGCGGTTACAGAGG-3′; *Il25*: Fwd: 5′-ACAGGGACTTGAATCGGGTC-3′, and Rev: 5′-TGGTAAAGTGGGACGGAGTTG-3′; *Irag2*: Fwd: 5′-TTTGGACGTGACAAGAGGGT-3′, and Rev: 5′-ACTCTGGTCCTCGTTCATTCTG-3′; *Muc2*: Fwd: 5′-ATGCCCACCTCCTCAAAGAC-3′, and Rev: 5′-GTAGTTTCCGTTGGAACAGTGAA-3′; *Rps17*: Fwd: 5′-CGCCATTATCCCCAGCAAG-3′, and Rev: 5′-TGTCGGGATCCACCTCAATG-3′; *Sucnr1*: Fwd: 5′-GGCAGAGTTTTCTGTCGAGAC-3′, and Rev: 5′-ACATTCCCAAGCAGTCCAA-3′.

For all experiments, gene expression was normalized to *Rps17* using the 2^-ΔΔCT^ method. When analyzing gene expression in tissues, expression is shown relative to control wild type mice, for which average expression is set at 1. For organoids, gene expression is shown as the fold change in gene expression following each treatment, averaged per mouse genotype.

### Bulk RNA-seq

Total jejunal RNA samples were processed by LC Sciences (Houston, TX). RNA quantity and purity were analyzed using Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA, 5067-1511), and high-quality RNA samples with RIN number > 7.0 were used to construct a sequencing library. mRNA was purified from total RNA (5ug) using Dynabeads Oligo (dT) (Thermo Fisher, CA, USA) with two rounds of purification, and fragmented into short fragments using divalent cations under elevated temperature (Magnesium RNA Fragmentation Module (NEB, cat. e6150, USA) under 94 °C 5–7 min). cDNA was generated using SuperScriptTM II Reverse Transcriptase (Invitrogen, cat. 1896649, USA). cDNA was then used to synthesize U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, cat.m0209, USA), RNase H (NEB, cat.m0297, USA) and dUTP Solution (Thermo Fisher, cat. R0133, USA). An A-base was added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contained a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Dual-index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat.m0280, USA) treatment of the U-labeled second-stranded DNAs, the ligated products were amplified with PCR by the following conditions: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 sec, annealing at 60 °C for 15 sec, and extension at 72 °C for 30 sec; and then final extension at 72 °C for 5 min. The average insert size for the final cDNA libraries was 300 ± 50 bp. At last, we performed the 2×150 bp paired-end sequencing (PE150) on an Illumina NovaseqTM 6000 following the vendor’s recommended protocol.

### RNA-seq bioinformatics analysis

Using Illumina paired-end RNA-seq approach, we sequenced the transcriptome, generating a total of million 2 ×150 bp paired-end reads. Reads were further filtered by Cutadapt (https://cutadapt.readthedocs.io/en/stable/,version:cutadapt-1.9). The parameters were as follows: 1) removing reads containing adapters; 2) removing reads containing polyA and polyG; 3) removing reads containing more than 5% of unknown nucleotides (N); 4) removing low-quality reads containing more than 20% of low quality (Q-value ≤ 20) bases. Sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, 0.11.9). including the Q20, Q30, and GC content of the clean data. Reads were aligned with the reference genome using the HISAT2 package (https://daehwankimlab.github.io/hisat2/,version:hisat2-2.0.4). The mapped reads of each sample were assembled using StringTie (http://ccb.jhu.edu/software/stringtie/,version:stringtie-1.3.4d) with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software (http://ccb.jhu.edu/software/stringtie/gffcompare.shtml,version:gffcompare-0.9.8). After the final transcriptome was generated, StringTie and ballgown (http://www.bioconductor.org/packages/release/bioc/html/ballgown.html) were used to estimate the expression levels of all transcripts and perform expression abundance for mRNAs by calculating FPKM (fragment per kilobase of transcript per million mapped reads) value.

Differential gene expression analysis was performed using DESeq2 software [58] between two different groups (and by edgeR [59] between two samples). The genes with the parameter of false discovery rate (FDR) below 0.05 and absolute fold change ≥ 2 were considered differentially expressed genes.

Gene set enrichment analysis was performed using software GSEA (v4.1.0) and MSigDB to identify whether a set of genes in specific GO terms, KEGG pathways, DO terms, and Reactome shows significant difference between groups [60]. Briefly, we input gene expression matrix and rank genes by Signal2Noise normalization method. Enrichment scores and *p*-value was calculated in default parameters. GO terms, KEGG pathways (DO terms, Reactome) meeting this condition with |NES| > 1, NOM p-val<0.05, FDR *q*-val < 0.25 were considered to be different in two groups.

Whole raw and processed data files have been deposited in NCBI’s Gene Expression Omnibus [61] and are accessible through GEO Series accession number GSE243229. Other RNA-seq and scRNA-seq are publicly available from the referenced studies [27, 28, 44]

### Public data analysis and statistics

RNA-seq data were explored for significant gene expression, and compared with previously identified marker genes of tuft cells [27], and type 2 immunity-related pyroptotic genes [13].

Publicly available RNA-seq data was obtained directly from El-Naccache et al. [28], and expression normalized to control values (naïve mice).

Publicly available single cell (sc) RNA-seq data were obtained from GEO (Gene Expression Omnibus, https://www.ncbi.nlm.nih.gov/geo/): GSE92332 [27] and GSE233451 [36]; from CZ CELL×GENE Discover [62]: Gut cell atlas [35]; from Broad Institute Single Cell Portal: SCP1884 [44]. Tuft cells from Haber et al. [27] originate from mouse small intestine, Kong et al. [44] from human ileum, while tuft cells from other studies [35, 36] were not separated based on tissue origin. For Elmentaite et al. study [35] we used only expression from healthy samples. The pseudo-bulk analysis was performed from data analyzed following authors’ preprocessing steps and annotated cell types based on the author’s information for all samples together or already available normalized data grouped per sample. Statistical analysis of *Ptk6* upregulation upon infection [27] was performed using monocle3 [63–65]. Other single-cell analyses were performed based on the authors’ guidance and available markers for cell type annotations: Elmentaite et al. [35], and Kong et al. [44]: cell annotations originated from metadata, expression values from normalized matrix and visualized using with monocle3 [63–65] without normalization; Haber et al. [27]: cell annotations originated from metadata, SalmHelm UMI counts matrix was normalized using monocle3 default settings. Huang et al. [36]: gene expression normalized by following authors’ guidelines, cell populations grouped based on metadata.

Data were analyzed using R software. For the analysis of scRNA-seq data, we used the Seurat package (version 5) [66] and monocle3 [63–65]. For visualization, we used scCustomize [67], ggplot2 [68] and ComplexHeatmap packages [69].

Statistical analyses for quantification and qPCR data were performed using GraphPad Prism software version 9 (La Jolla, CA); two-way ANOVA and Mann-Whitney tests were used to determine significant differences between groups. *p-value < 0.05, **^,^^##^*p*-value < 0.01, ***^,^^###^*p*-value < 0.001, ****p-value < 0.0001. # is used for comparison within the same sex when shown on the same graph with all comparisons.

## Supplementary information

Supplemental Text and Figures

Supplemental Table 1

Supplemental Table 2

## Data Availability

Processed RNA-seq data from jejunums of wild type and *Ptk6*−/− mice are available in the article and supplementary materials. Additionally, the whole raw and processed data files have been deposited in NCBI’s Gene Expression Omnibus [61] and are accessible through GEO Series accession number GSE243229. Other datasets used in this study are listed in sections “Methods and Materials” and “Supplemental Material and Methods.” This study did not generate any new code.

# Supplementary material for: Impaired activation of succinate-induced type 2 immunity and secretory cell production in the small intestines of Ptk6−/− male mice
**Source:** Cell Death Dis. 2024 Oct 26;15(10):777. doi: 10.1038/s41419-024-07149-9

**SUPPLEMENTARY INFORMATION FOR:**

**Impaired activation of succinate-induced type 2 immunity and  
secretory cell production in the small intestines of *Ptk6*<sup>-/-</sup> male mice**

**Katarina Vlajic, Wenjun Bie, Milica B. Gilic, and Angela L. Tyner**

- 1. Supplementary figure legends**
- 2. Supplementary table legends**

## SUPPLEMENTARY FIGURE LEGENDS

**Figure S1. Analysis of gene expression and cell types related to activation of type 2 immunity.** **A)** and **B)** Heatmaps of significantly expressed genes in our RNA-seq data of markers for type-2 and type-1 tuft cells as identified by Haber and colleagues (1). Succinate treatment primarily upregulates type-2 tuft cell marker genes. **C)** PTK6 expression in goblet cells of human gastrointestinal tract (2). Plots show changes based on developmental stage or sex.

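The 4 genes of Fig. S1B, from the type 1 tuft cell signature, had median log2 fold changes after succinate of 0.55 in wild type males, 0.10 in *Ptk6*−/− males, 1.77 in wild type females and 2.26 in *Ptk6*−/− females. In *Ptk6*−/− males the median was −0.47 on log2 FPKM and ranged from −0.70 without succinate replicate 3 to 0.21 without control replicate 1. In females it was 1.02 without succinate replicate 1 in wild type and 1.14 without succinate replicate 3 in *Ptk6*−/− mice. Of these genes, 3 had enough counts to be tested in males and 4 in females. Called adjusted over the list alone were 0, 0, 3 and 3 genes in the same order. Both panels show genes that the study chose as significant on these libraries, so the number of genes in a panel depends on that choice.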

**Figure S2. Proliferation is unchanged following succinate treatment of wild type and *Ptk6*<sup>-/-</sup> mice.** Sections of jejunum are stained for expression of the proliferation marker Ki67. Proliferation of cells in the crypts is similar in males and females following succinate treatment of wild type and *Ptk6*<sup>-/-</sup> mice. Scale bar, 50  $\mu$ m.

**Figure S3. Characterization of gene expression following activation of type 2 immunity in organoids using IL-13.** **A)** qRT-PCR was used to examine expression of tuft cell markers *Dclk1* and *Sucnr1*, in female organoids, and shows comparable induction of tuft cell marker expression upon IL-13 treatment. **B)** An upward trend in *Il25* and *Irag2* expression is detected in wild type and *Ptk6*<sup>-/-</sup> female organoids using qRT-PCR. Expression is shown as the fold change per genotype. Gene expression is normalized against *Rps17*. Expression is shown as the fold change per genotype. Graphs depict mean  $\pm$  SEM. Statistics: Two-way ANOVA, adjusted for multiple comparisons using Tukey test. \*\*p-value < 0.01, \*\*\*p-value < 0.001, \*\*\*\*p-value < 0.0001. **C)** and **D)** PTK6 and

*IRAG2* expression in tuft cells in organoids from Huang et al. (3). **C)** Violin plots showing *PTK6* and *IRAG2* expression in same tuft cell populations. **D)** UMAP showing overlap of *PTK6* and *IRAG2* expression in the same cells. There is no *IL25* expression in the dataset.

**Figure S4. Recombinant IL-25 rescues secretory cell defects.** **A)** Expansion of goblet cells is rescued in male *Ptk6*<sup>-/-</sup> mice upon administration of rIL-25. Representative images of Alcian Blue stained small intestines from male wild type and *Ptk6*<sup>-/-</sup> mice. Scale bar, 50  $\mu$ m. **B)** Levels of *Irag2* and *Il25* expression in male mice following administration of rIL-25 suggests that regulation of *Il25* can be bypassed by exogenous rIL-25 administration. Gene expression is normalized against *Rps17*. Expression is shown as the fold change per genotype. Graphs depict mean  $\pm$  SEM. Statistics: Two-way ANOVA, adjusted for multiple comparisons using Tukey test. \*p-value < 0.05.

**Figure S5. Detailed *PTK6* expression in patient samples.** *PTK6* expression in human tuft cells is similar between sexes. The average expression of *PTK6* in tuft cells in a single cell data set of Kong and colleagues from patients with Crohn's disease (4), grouped by sex and inflammation status.

**Figure S6. Expression of *PTK6* and *PTK6* family members.** **A)** and **B)** Expression of *Ptk6*, *Frk* and *Srms* in our RNA-seq data. **A)** Heatmap, showing z-score. **B)** Plots showing expression in fragments per kilobase of transcript per million mapped reads (FPKM). Statistical analysis for individual conditions, using t-test: Male control: *Ptk6* vs *Frk* p.adj <

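FPKM values were taken as deposited. *Ptk6* was at 5.51 ± 3.18 FPKM in wild type and 0.200 ± 0.0562 FPKM in *Ptk6*−/− control males (SD, n = 3 each; two-sided exact permutation test, p = 0.100). In wild type females it was at 7.21 ± 2.24 FPKM in control and 2.64 ± 1.48 FPKM in succinate-treated mice (SD, n = 3 each; exact permutation p = 0.100). *Frk* was at 6.31 ± 2.90 FPKM in wild type and 14.7 ± 2.64 FPKM in *Ptk6*−/− control males (SD, n = 3 each; exact permutation p = 0.100). Each p of 0.1 is the smallest that 3 mice against 3 allow.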

0.0001; *Ptk6* in female wild type: control vs succinate p.adj = 0.0507. **C)** and **D)** FRK expression in tuft cells from scRNA-seq data (2, 3).

## SUPPLEMENTARY TABLE LEGENDS

**Table S1. RNA-seq data from control animals.** Data show significant DEGs in males and females (FDR < 0.05, absolute fold change (fc)  $\geq$  2), and significant GSEA gene ontology analysis (FDR < 0.05).

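Table S1 lists the genes that the authors called between the genotypes in control mice, with FPKM values, fold changes and q values. It holds the paper's 669 genes for males and 143 for females. Of these, 612 and 133 had at least 10 counts in 3 libraries and were tested here, and 57 and 10 lay under that filter. All 612 and 133 tested genes changed in the table's direction, and 611 and 133 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. At the thresholds on adjusted p and fold change, 113 and 3 were called. In males 29 further genes were called that the table does not list. The table was made from the same libraries, so this overlap is not a replication.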

**Table S2. RNA-seq data from succinate-treated animals.** Data is shown for a subset of genes in the dataset.

## REFERENCES

1. Haber AL, Biton M, Rogel N, Herbst RH, Shekhar K, Smillie C, et al. A single-cell survey of the small intestinal epithelium. *Nature*. 2017;551(7680):333-9.
2. Elmentaite R, Kumasaka N, Roberts K, Fleming A, Dann E, King HW, et al. Cells of the human intestinal tract mapped across space and time. *Nature*. 2021;597(7875):250-5.
3. Huang L, Bernink JH, Giladi A, Krueger D, van Son GJF, Geurts MH, et al. Tuft cells act as regenerative stem cells in the human intestine. *bioRxiv*. 2024:2024.03.17.585165.
4. Kong L, Pokatayev V, Lefkovith A, Carter GT, Creasey EA, Krishna C, et al. The landscape of immune dysregulation in Crohn's disease revealed through single-cell transcriptomic profiling in the ileum and colon. *Immunity*. 2023;56(2):444-58.e5.

Figure S1

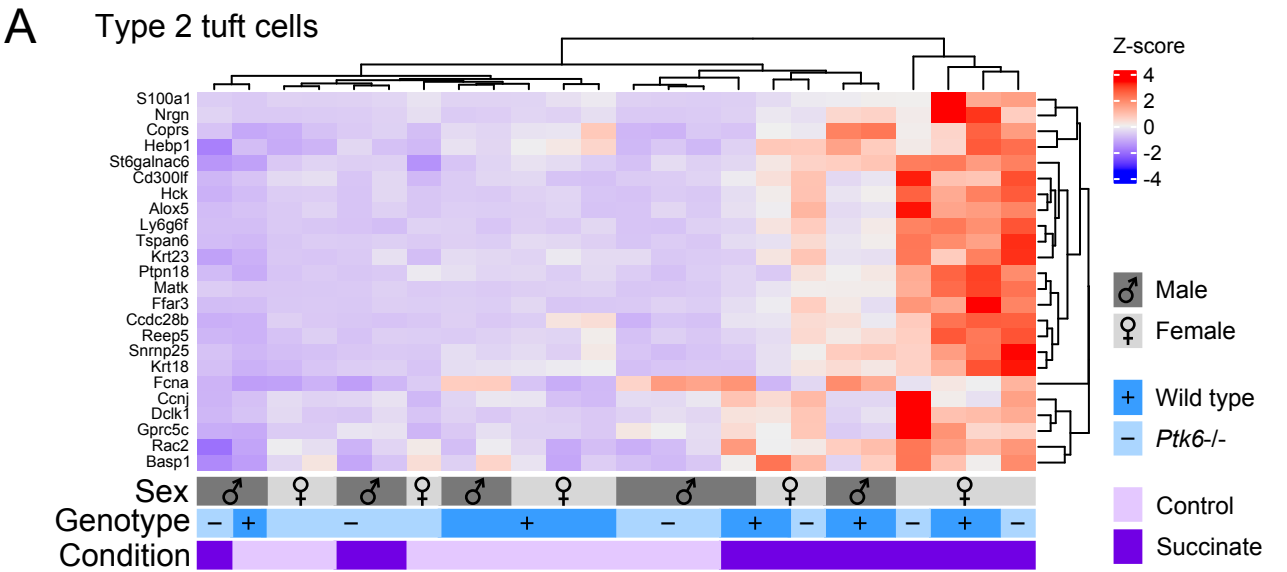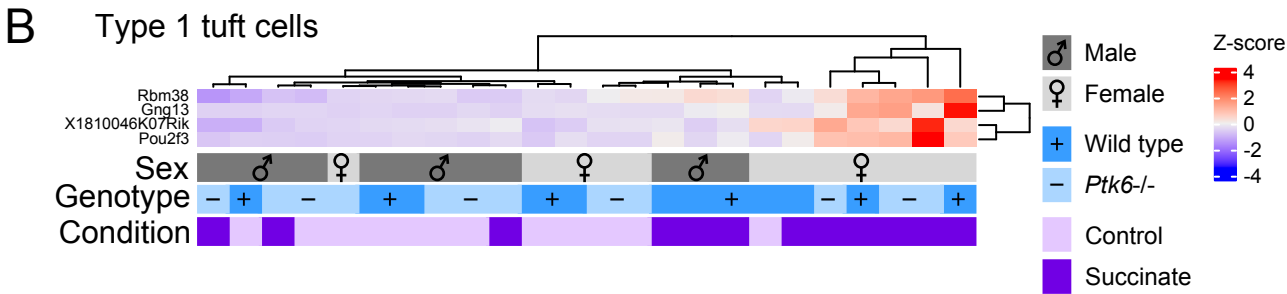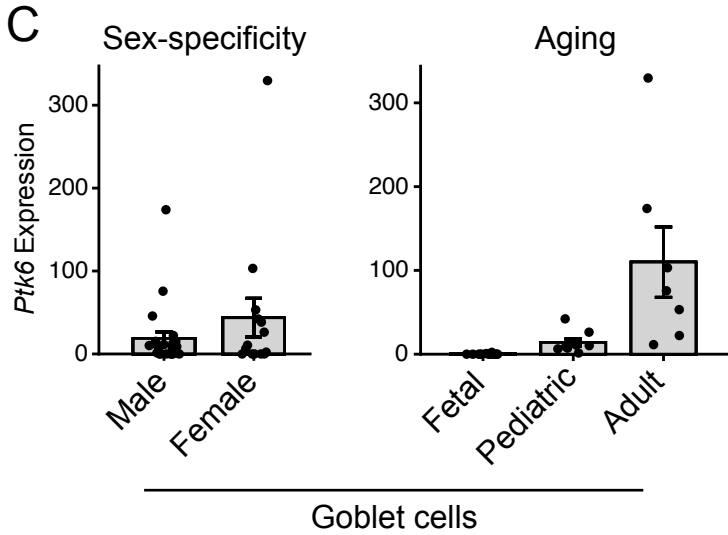

Figure S2

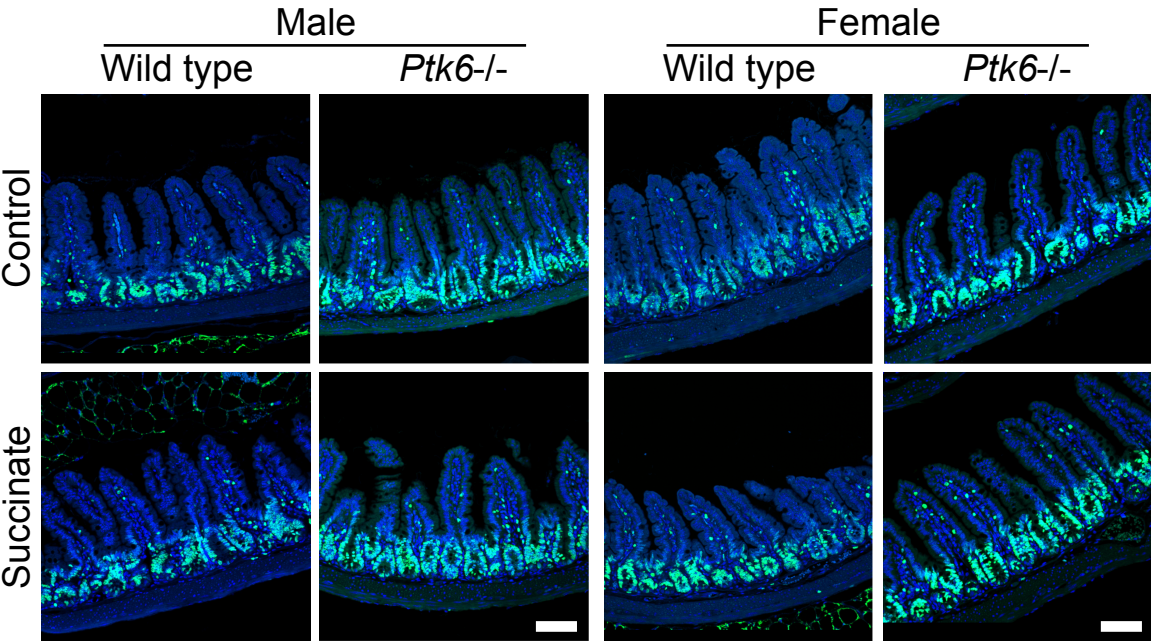

Figure S3

A

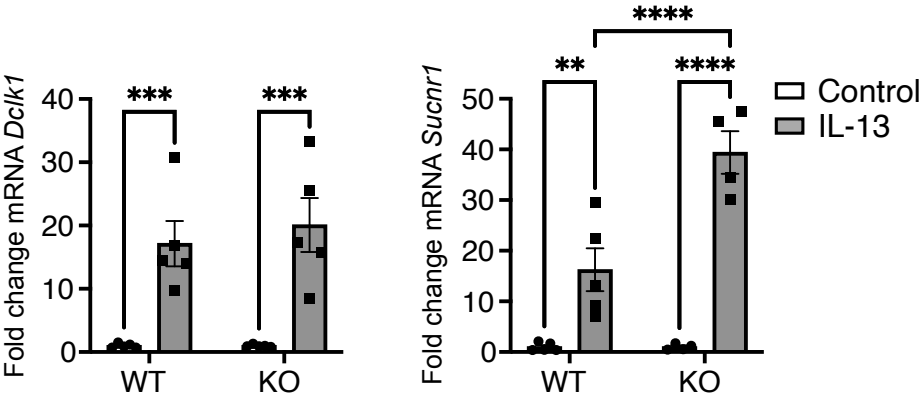

B

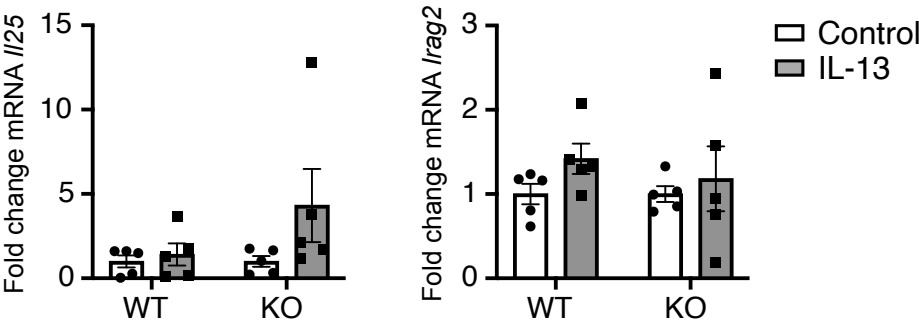

C

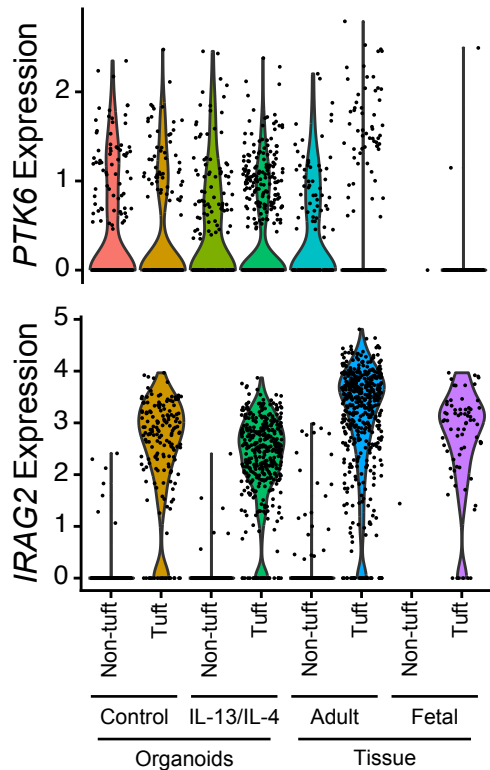

D

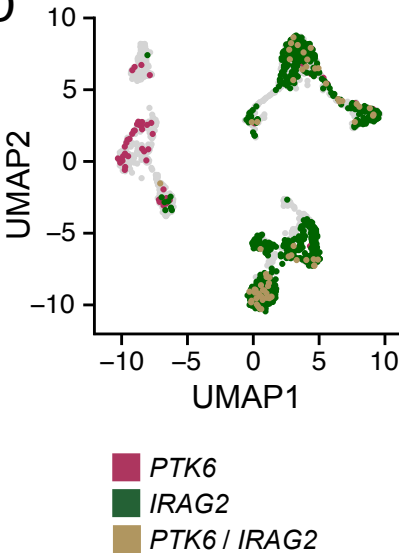

Figure S4

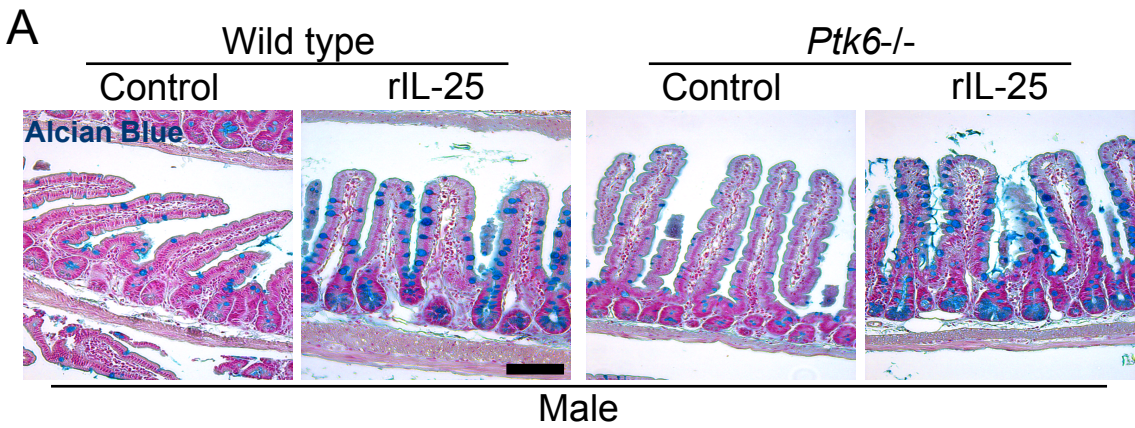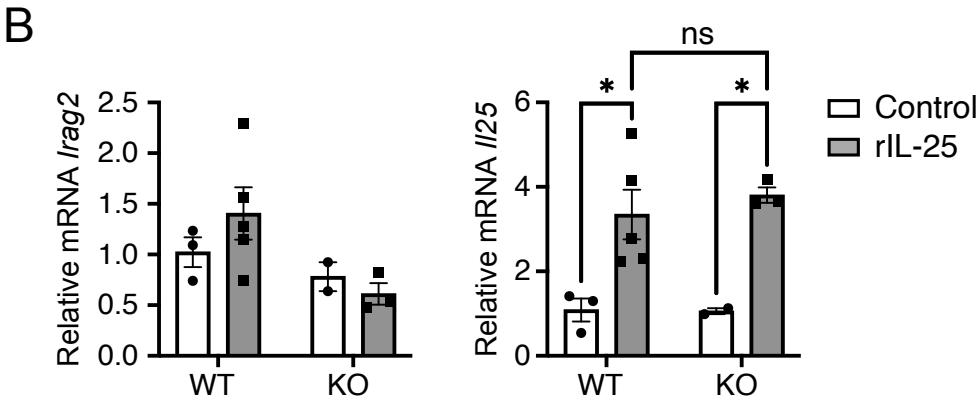

Figure S5

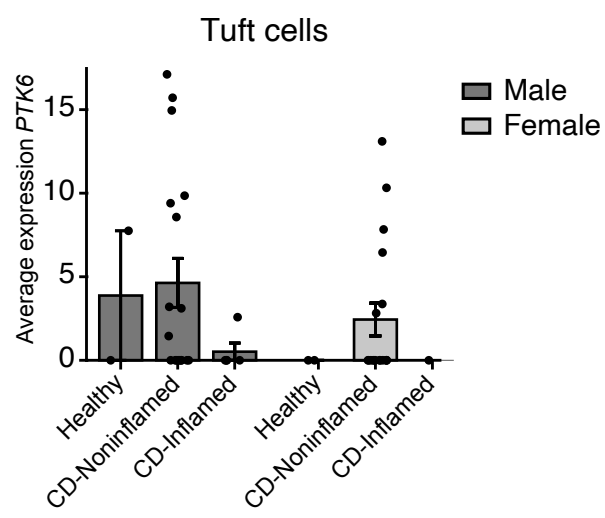

Figure S6

A

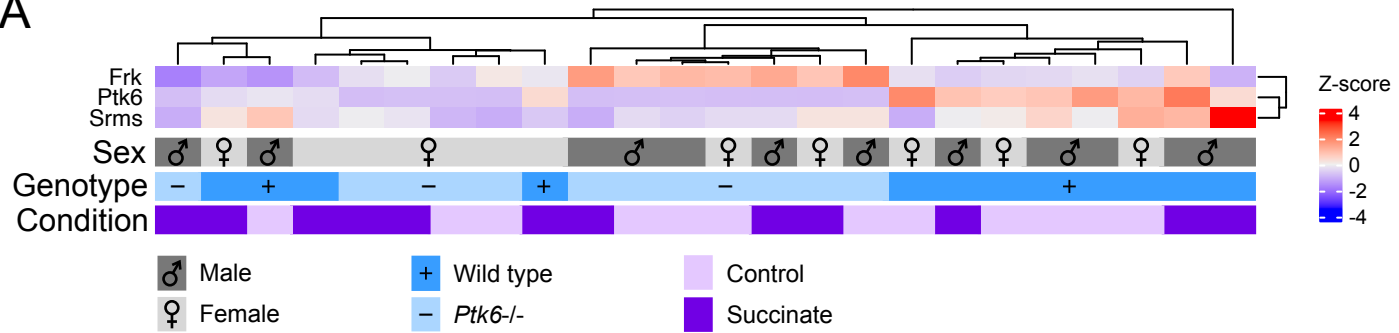

B

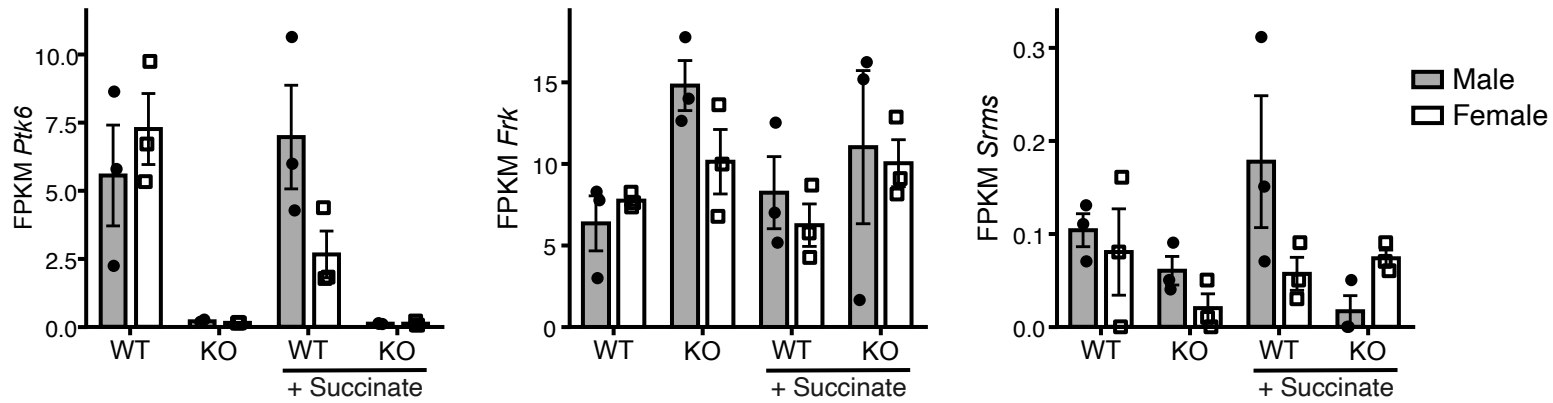

C

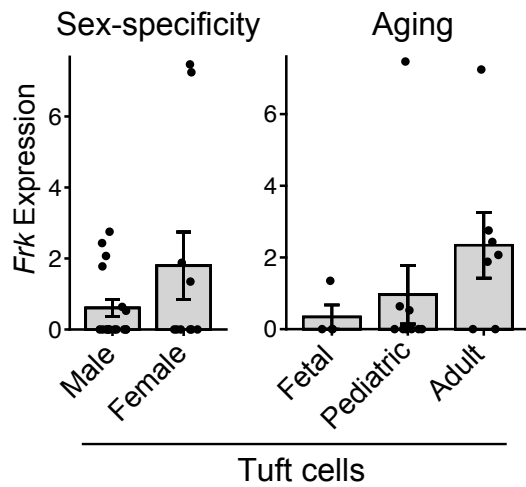

D

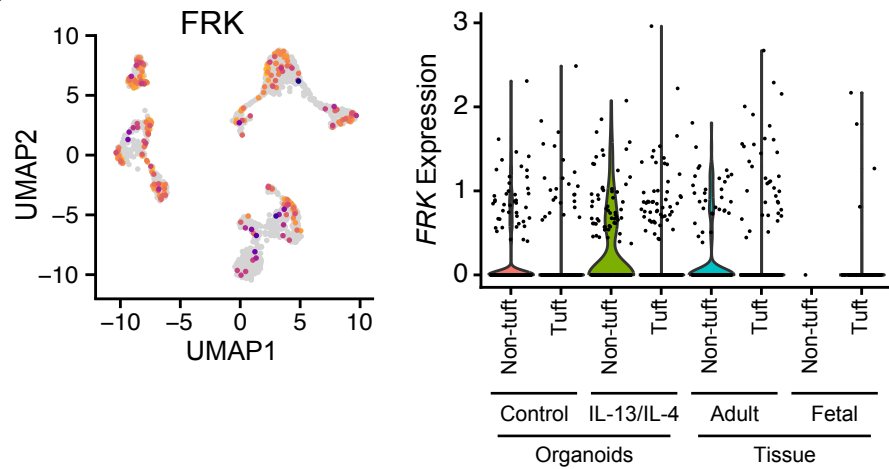

**Supplement:** Supplementary file 1 — Supplemental Text and Figures

How the deposited data were processed for this re-analysis (not part of the article)

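Bulk RNA sequencing of the distal jejunum covered 24 mice, 3 in each of 8 groups given by sex, genotype (wild type or *Ptk6*−/−) and treatment (control, or 100 mM succinate for 7 days). The authors made the count values, as deposited, from stranded poly(A) libraries by adapter trimming, mapping and assembly for each library, and no normalization was applied to them. The FPKM values, as deposited, were computed by the authors with StringTie and ballgown as fragments per kilobase of exon and mapped fragments. The text of the paper does not name the genome build, the annotation release or the program that counted reads. Gene positions are printed as deposited, and they are not those of GRCm38. The organoid, quantitative PCR, imaging, protein and public single-cell data of the paper are not analysed here.

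Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Total counts per library lay between 8080321 and 52824743 (median 43017686.5), and counts at or under 3 were treated as a floor. Each of the 12 comparisons (6 of 2 groups and 6 interactions) used edgeR's quasi-likelihood test on TMM-normalized counts, over genes with at least 10 counts in at least 3 of its libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change of at least 2. The paper's methods name DESeq2 for groups and edgeR for single samples; here edgeR was the main test and DESeq2 an alternative. The other alternatives were DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, the replicate number as a block, an offset for each library's trend with gene length (with and without the block), voom with sample quality weights, limma on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, all 24 libraries in 1 fit, no fold change threshold for the genotype effects, and leaving out each library in turn. These choices, the comparisons and the 27 gene lists named below were set before the data were examined. Chosen after the values were seen were a second heart and a second lung list, DESeq2 without its Cook's filter, DESeq2's p with fold changes from mean FPKM, the summing of overlapping genes, the fry test with the length offset and the alternatives for the enrichment score.

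Genes were named by a rule: every gene of the lists that the paper names or shows for its RNA sequencing data, and up to 3 genes in each direction with the smallest adjusted p among those called in a comparison of 2 groups whose libraries did not overlap and whose symbol is not a Gm or Rik name. Heart, lung and Y-linked genes outside that rule were named after their values were seen. The 27 gene lists were the genes shown in the paper's figures and lists written from general knowledge for tuft, goblet and Paneth cells, enterocytes, proximal and distal intestine, lymphoid follicles, smooth and striated muscle, lung, pancreas, erythrocytes, sex-linked genes, alpha-defensins, ribosomal proteins, replication histones and mitochondrial genes. Lists were tested with camera (preset correlation 0.01), with camera and an estimated correlation, and with fry, adjusted over all 318 tests. The enrichment score was computed from FPKM with the Signal2Noise statistic named in the paper's methods, on genes whose deposited annotation names the gene set. FPKM values of *Ptk6*, *Frk* and *Srms* were compared by exact permutation.

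The test was checked on simulated data with 200 changed genes. It recovered 79% of them for the genotype effect in males, 42.5% for the genotype by succinate interaction in males and 3.5% for the interaction of sex, genotype and succinate. For the last, simulated at the spread of the control males, it recovered 45.5%. No library was left out of the main comparisons.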

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

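The tests of smooth muscle, of Y-linked genes, of *Ptk6* loss and batch, and of small RNA genes were chosen after these results were seen, as were the genes named for them. The second heart and lung lists were written after the first such genes had been noticed, and genes already seen were left out of them.

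Replicate 2 of the succinate-treated wild type females held transcripts of heart muscle, in genes that the paper does not discuss. *Myl2* was at 1174 FPKM there and at most 1.93 in the other 23 libraries, *Mb* at 2019 against 2.77, *Actc1* at 1336 against 14.4 and *Myh6* at 947 against 1.51. The second heart list had a median log2 ratio of 4.15 over the median of the other libraries, with 8 of 9 genes highest there, although 7 of them are also expressed in the other libraries. The striated muscle list had a median of 9.42, with 7 of 10 genes expressed elsewhere, and both lists together took 2.74% of the counts. *Ddx3y*, on the Y chromosome, was at 3.39 FPKM in this female library, and 4 of 4 Y-linked genes were above each of the other 11 female libraries. More of the muscle layer of the gut wall is argued against as the cause of the heart transcripts, since the smooth muscle list had a median of 1.23 and at most 1.98 for a gene. Replicate 1 of the same group had a median of 1.58 on that list, and *Myl2* at 1.09 FPKM. These values are consistent with RNA of a male animal's heart mixed into the sample, which is a hypothesis. No biological explanation was tested.

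All 6 female *Ptk6*−/− libraries held transcripts of the lung, which the paper does not discuss. *Scgb1a1* had 209 to 355 counts in them and at most 9 in 17 others, 16 of which had 0. *Sftpc* had 72 to 170 counts against at most 6. Loss of *Ptk6* by itself is argued against, because the highest *Scgb1a1* count in the male *Ptk6*−/− libraries was 9. Replicate 3 of the succinate-treated wild type females, with 404 *Scgb1a1* and 106 *Sftpc* counts, shows that the transcripts do not follow genotype alone. A batch shared by these libraries and an effect of genotype in females cannot be told apart, since no label gives a batch. Whether RNA of lung tissue was present cannot be told apart either. The second lung list had a ratio of 1.36 between female *Ptk6*−/− and wild type controls, which cannot decide this. *Slc34a2*, the 1 of its 7 genes expressed in the remaining libraries, held 99.6% of its CPM in the female wild type controls. Of the first lung list, 2 of 8 genes are expressed in the remaining libraries. Between genotypes in control females the first list had a limma fry adjusted p of 0.0127. Its median fell to 0.024 without *Ptk6*−/− control replicate 2. However, 3 of its 6 tested genes were at the floor in the wild type controls. Without any 1 *Ptk6*−/− control these genes were not tested, so the fall does not show that the transcripts rest on 1 library. In that comparison *Sftpa1*, *Sftpd* and *Scgb3a2* were at least 11.1-fold, 3.96-fold and 3.41-fold higher in *Ptk6*−/− mice.

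*Rn18s-rs5* took 51.2% of the counts of replicate 1 of the male wild type controls, on a gene that the paper does not discuss, and the second highest share was in replicate 1 of the succinate-treated *Ptk6*−/− males. The 62 small RNA genes had median log2 ratios of 1.26 and 1.45 in these libraries over the other 22, of which the highest had 1.07. Replication histone genes, whose transcripts lack a poly(A) tail, had 3.78 and 3.74. The values are consistent with RNA without a poly(A) tail having been carried into both libraries. No biological explanation was tested.

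The response of the tuft cell list to succinate differed between groups by tests of the difference. In males it was −0.87 on the log2 scale in *Ptk6*−/− against wild type mice, and 3 of 40 splits, the real one and others drawn at random, gave a fry p as small, the real one counted. Between the sexes it was 1.13 in wild type mice, with 4 of 40 splits, and 2.37 in *Ptk6*−/− mice, with 1 of 40. The random splits drew libraries over all groups of a test. The separate effects of sex, genotype and succinate therefore enter these shares, which cannot decide on the interaction alone. These differences passed camera with a preset correlation and not fry or an estimated correlation. With the length offset the differences kept their direction, and on log2 FPKM too. In males the FPKM result cannot decide, because every list but striated muscle (0.12) and replication histone (1.23) had a negative median there. The enterocyte list had −0.94 on log2 FPKM against 0.20, and the goblet cell list −0.74 against 0.15. The same male libraries enter the differences between the sexes. The library with the fewest counts is argued against as the cause of the difference in males, which was −0.65 without it. Sex and genotype are the biological explanations that the design names, and they stay open beside the small number of mice.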

How the results depend on the processing

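The alternatives that the processing summary gives as chosen after the values were seen are among those below. For comparisons the values are numbers of genes called, and for lists they are median log2 fold changes. The tests fry and camera with an estimated correlation leave the median as it is; where they are given the threshold was lost, and limma's adjusted p stands beside the median. The causes of these changes were not tested unless stated.

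For the genotype effect in control males, the main value was 142, and it was 307 with DESeq2, 335 with DESeq2 without independent filtering, 382 with DESeq2 without either filter, 669 with DESeq2 p with FPKM fold changes, 647 with voom, 5 with the replicate block, 48 with the length offset, 3 with the length offset and replicate block, 1 with all 24 libraries in 1 fit, 813 with no fold threshold, with 2 without male *Ptk6*−/− control replicate 3 to 211 without male wild-type control replicate 1 when 1 library was left out. For the genotype effect in control females, the main value was 3, and it was 169 with DESeq2, 140 with DESeq2 without independent filtering, 146 with DESeq2 without either filter, 143 with DESeq2 p with FPKM fold changes, 2044 with voom, 0 with the replicate block, 5 with the length offset, 0 with the length offset and replicate block, 1 with all 24 libraries in 1 fit, with 0 without female wild-type control replicate 2 to 1808 without female *Ptk6*−/− control replicate 3 when 1 library was left out. For the succinate effect in wild-type males, the main value was 0, and it was 50 with DESeq2, 46 with DESeq2 without independent filtering, 50 with DESeq2 without either filter, 49 with DESeq2 p with FPKM fold changes, 1556 with voom, 2 with no filter, 126 with limma on log2 FPKM, 1 with all 24 libraries in 1 fit, with 0 without male wild-type control replicate 2 to 1077 without male wild-type succinate replicate 1 when 1 library was left out. For the succinate effect in Ptk6-/- males, the main value was 0, and it was 36 with DESeq2, 32 with DESeq2 without independent filtering, 47 with DESeq2 without either filter, 45 with DESeq2 p with FPKM fold changes, 17 with voom, 2 with no filter, 6 with limma on log2 FPKM, with 0 without male *Ptk6*−/− control replicate 1 to 2 without male *Ptk6*−/− succinate replicate 1 when 1 library was left out. For the succinate effect in wild-type females, the main value was 0, and it was 278 with DESeq2, 243 with DESeq2 without independent filtering, 351 with DESeq2 without either filter, 351 with DESeq2 p with FPKM fold changes, 49 with voom, 1 with 10 counts in every library, 4 with the replicate block, 2 with the length offset and replicate block, 1 with limma on log2 FPKM, 104 with all 24 libraries in 1 fit, with 0 without female wild-type control replicate 1 to 597 without female wild-type succinate replicate 3 when 1 library was left out. For the succinate effect in Ptk6-/- females, the main value was 17, and it was 424 with DESeq2, 367 with DESeq2 without independent filtering, 388 with DESeq2 without either filter, 388 with DESeq2 p with FPKM fold changes, 236 with voom, 0 with the replicate block, 0 with the length offset and replicate block, 33 with limma on log2 FPKM, 140 with all 24 libraries in 1 fit, with 0 without female *Ptk6*−/− control replicate 1 to 29 without female *Ptk6*−/− succinate replicate 1 when 1 library was left out. For the sex by genotype interaction in controls, the main value was 0, and it was 13 with DESeq2, 13 with DESeq2 without independent filtering, 39 with DESeq2 without either filter, 14 with voom, 3 with limma on log2 FPKM. For the genotype by succinate interaction in males, the main value was 0, and it was 60 with DESeq2, 51 with DESeq2 without independent filtering, 74 with DESeq2 without either filter, 2 with voom, 3 with no filter, with 0 without male wild-type control replicate 2 to 5 without male wild-type control replicate 1 when 1 library was left out. For the genotype by succinate interaction in females, the main value was 0, and it was 61 with DESeq2, 49 with DESeq2 without independent filtering, 75 with DESeq2 without either filter. For the sex by succinate interaction in wild-type mice, the main value was 0, and it was 8 with DESeq2, 8 with DESeq2 without independent filtering, 68 with DESeq2 without either filter, with 0 without male wild-type control replicate 1 to 59 without female wild-type succinate replicate 3 when 1 library was left out. For the sex by succinate interaction in Ptk6-/- mice, the main value was 0, and it was 175 with DESeq2, 147 with DESeq2 without independent filtering, 153 with DESeq2 without either filter, 36 with voom, 12 with no filter, 41 with limma on log2 FPKM, 6 with all 24 libraries in 1 fit, with 0 without male *Ptk6*−/− control replicate 1 to 15 without female *Ptk6*−/− succinate replicate 1 when 1 library was left out. For the sex by genotype by succinate interaction, the main value was 0, and it was 95 with DESeq2, 83 with DESeq2 without independent filtering, 95 with DESeq2 without either filter, 6 with voom, 31 with no filter, with 0 without male wild-type control replicate 1 to 31 without male wild-type control replicate 3 when 1 library was left out. For the genotype calls shared by control males and control females, the main value was 1, and it was 21 with DESeq2, 14 with DESeq2 without independent filtering, 24 with DESeq2 without either filter, 35 with DESeq2 p with FPKM fold changes, 138 with voom, 0 with the replicate block, 0 with the length offset and replicate block, with 0 without female wild-type control replicate 2 to 58 without female *Ptk6*−/− control replicate 3 when 1 library was left out.

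For the gene list tests, the main value was 150, and it was 4 with fry, 0 with camera with estimated correlation, 8 with fry with length offset. In the tuft cell list: succinate effect in wild-type males, the main value was 0.81, and it was 0.81 (adjusted p 0.0588) with fry, 0.81 (adjusted p 0.179) with camera with estimated correlation, 0.79 (adjusted p 0.0649) with fry with length offset. On the tuft cell list: succinate effect in Ptk6-/- males, the main value was 0.027, and it was −0.10 with the replicate block, −0.29 with camera on log2 FPKM, with −0.51 without male *Ptk6*−/− succinate replicate 3 to 0.22 without male *Ptk6*−/− succinate replicate 1 when 1 library was left out. As to the tuft cell list: succinate effect in wild-type females, the main value was 2.31, and it was 2.31 (adjusted p 0.139) with fry, 2.31 (adjusted p 0.273) with camera with estimated correlation, 2.30 (adjusted p 0.124) with fry with length offset. For the tuft cell list: succinate effect in Ptk6-/- females, the main value was 2.48, and it was 2.48 (adjusted p 0.0998) with fry, 2.48 (adjusted p 0.255) with camera with estimated correlation, 2.51 (adjusted p 0.102) with fry with length offset. In the tuft cell list: genotype by succinate interaction in males, the main value was −0.87, and it was −0.87 (adjusted p 0.208) with fry, −0.87 (adjusted p 0.401) with camera with estimated correlation, −0.64 (adjusted p 0.205) with fry with length offset. On the tuft cell list: sex by succinate interaction in wild-type mice, the main value was 1.13, and it was 1.13 (adjusted p 0.207) with fry, 1.13 (adjusted p 0.352) with camera with estimated correlation, 1.21 (adjusted p 0.199) with fry with length offset. As to the tuft cell list: sex by succinate interaction in Ptk6-/- mice, the main value was 2.37, and it was 2.37 (adjusted p 0.0588) with fry, 2.37 (adjusted p 0.179) with camera with estimated correlation. For the tuft cell list: sex by genotype by succinate interaction, the main value was 1.14, and it was 1.14 (adjusted p 0.291) with fry, 1.14 (adjusted p 0.502) with camera with estimated correlation, 0.92 (adjusted p 0.423) with fry with length offset. In the innate mucosa list: genotype effect in control males, the main value was −1.05, and it was −1.05 (adjusted p 0.177) with fry, −1.05 (adjusted p 0.437) with camera with estimated correlation, −0.57 (adjusted p 0.511) with fry with length offset. On the innate mucosa list: genotype effect in control females, the main value was −0.53, and it was −0.53 (adjusted p 0.628) with fry, −0.53 (adjusted p 0.658) with camera with estimated correlation, −0.24 (adjusted p 0.768) with fry with length offset, with −1.10 without female *Ptk6*−/− control replicate 3 to −0.0086 without female wild-type control replicate 2 when 1 library was left out. As to the tuft cell list: genotype by succinate interaction in females, the main value was 0.22, and −0.036 without female wild-type succinate replicate 3 to 0.39 without female *Ptk6*−/− succinate replicate 1 when 1 library was left out.

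The named genes whose direction reversed were these, in log2 fold change. Muc2: succinate effect in wild-type males was 0.17, and it was −0.12 with voom, with −0.29 without male wild-type succinate replicate 1 to 0.42 without male wild-type control replicate 1 when 1 library was left out. Mki67: succinate effect in wild-type males was −0.17, and it was 0.23 with DESeq2 p with FPKM fold changes, 0.14 with limma on log2 FPKM. Mcm2: succinate effect in wild-type males was 0.011, and it was −0.17 with voom, −0.0042 with the replicate block, with −0.18 without male wild-type succinate replicate 1 to 0.096 without male wild-type succinate replicate 3 when 1 library was left out. Sucnr1: succinate effect in Ptk6-/- males was 0.36, and it was −0.11 with DESeq2 p with FPKM fold changes, with −0.41 without male *Ptk6*−/− succinate replicate 3 to 0.62 without male *Ptk6*−/− succinate replicate 2 when 1 library was left out. Muc2: succinate effect in Ptk6-/- males was −0.23, and it was 0.12 with the length offset, 0.12 with the length offset and replicate block. Mki67: succinate effect in Ptk6-/- males was 0.12, and it was −0.67 with DESeq2 p with FPKM fold changes, −0.00013 with voom, −0.53 with limma on log2 FPKM, with −0.32 without male *Ptk6*−/− succinate replicate 1 to 0.51 without male *Ptk6*−/− control replicate 1 when 1 library was left out. Pcna: succinate effect in Ptk6-/- males was −0.27, and it was 0.026 with voom, with −0.49 without male *Ptk6*−/− succinate replicate 3 to 0.011 without male *Ptk6*−/− succinate replicate 1 when 1 library was left out. Mcm2: succinate effect in Ptk6-/- males was −0.036, and it was 0.36 with the length offset, 0.30 with the length offset and replicate block, with −0.23 without male *Ptk6*−/− succinate replicate 1 to 0.20 without male *Ptk6*−/− control replicate 1 when 1 library was left out. Gsdmc2: succinate effect in Ptk6-/- males was 0.29, and it was −0.12 with DESeq2 p with FPKM fold changes, −0.44 with limma on log2 FPKM, with −0.13 without male *Ptk6*−/− succinate replicate 3 to 0.47 without male *Ptk6*−/− succinate replicate 2 when 1 library was left out. Gsdmc3: succinate effect in Ptk6-/- males was −0.023, and it was 0.32 with voom, with −0.53 without male *Ptk6*−/− succinate replicate 3 to 0.25 without male *Ptk6*−/− succinate replicate 1 when 1 library was left out. Gsdmc4: succinate effect in Ptk6-/- males was 0.44, and it was −0.37 with limma on log2 FPKM, with −0.099 without male *Ptk6*−/− succinate replicate 3 to 0.71 without male *Ptk6*−/− succinate replicate 1 when 1 library was left out. Alox5: succinate effect in Ptk6-/- males was −0.47, and it was 0.22 with voom. Mki67: succinate effect in wild-type females was 0.058, and it was −0.023 with the length offset and replicate block, with −0.27 without female wild-type succinate replicate 1 to 0.29 without female wild-type succinate replicate 2 when 1 library was left out. Mki67: succinate effect in Ptk6-/- females was 0.073, and it was −0.22 with voom, with −0.30 without female *Ptk6*−/− control replicate 3 to 0.39 without female *Ptk6*−/− control replicate 1 when 1 library was left out. Mcm2: succinate effect in Ptk6-/- females was 0.046, and it was −0.081 with voom, with −0.13 without female *Ptk6*−/− control replicate 3 to 0.19 without female *Ptk6*−/− control replicate 2 when 1 library was left out. Muc2: succinate effect in wild-type females was 0.15, and −0.057 without female wild-type succinate replicate 1 to 0.43 without female wild-type control replicate 3 when 1 library was left out. Mcm2: succinate effect in wild-type females was −0.18, and −0.41 without female wild-type succinate replicate 1 to 0.060 without female wild-type succinate replicate 2 when 1 library was left out.

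Over 70 results for named genes and 1313 alternatives, 1048 kept direction and side of the threshold, 116 lost the threshold, 103 gained it and 46 reversed. Of 1023 alternatives for 129 other list results, 713 kept both, 252 lost the threshold, 14 gained it and 44 reversed. The enrichment scores moved in 5 of 16 alternatives and the FPKM of the kinase genes in 2 of 125.

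The replicate numbers do not pair the mice: 2 of 18 correlations between groups passed 0.1, from −0.40 to 0.23, and 0 comparisons had all of theirs above it. The paired fit with the replicate number as a block spends degrees of freedom on a number without meaning, so the results above with the block say nothing of stability.

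The self-test recovered 3.5% of simulated changes for the interaction of sex, genotype and succinate, which limits what its count of 0 shows. Simulated at the spread of the control males, the same test recovered 45.5%, so the recovery depended on the spread.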

Differences from the paper's values

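The setting with DESeq2's p and fold changes from mean FPKM was chosen after the values were seen.

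For genes higher in *Ptk6*−/− control males, 99 were called here against the paper's 532. Of the alternatives set before the data were examined, voom gave 442 and edgeR with no fold change threshold 454, within 1.5 times the paper's number, and the others did not; DESeq2 with its default filtering gave 173. For lower genes, 43 were called against the paper's 137, and DESeq2 with and without independent filtering (134 and 163), voom (205) and limma on log2 FPKM (96) came within 1.5 times. In control females 1 higher gene was called against the paper's 98, and DESeq2 with and without independent filtering gave 109 and 96. For lower genes 2 were called against the paper's 45, and the same settings gave 60 and 44. The paper's 35 shared genes stand against 1 here, and none of the alternatives set before the data were examined closed the gap; DESeq2 with default filtering gave 21. Of the paper's 18 shared protein coding genes, 1 was shared here, and only DESeq2 with default filtering came within 1.5 times, with 14.

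With DESeq2's p without filters and fold changes from mean FPKM, a setting chosen after seeing the values, the genotype effect in control males had 532 higher and 137 lower genes, and the genotype effect in control females had 98 and 45. It gave 35 shared genes, of which 19 were protein coding. In males 669 of the 669 genes called this way are in the paper's Table S1, and in females 143 of 143.

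The paper reports genes as higher after succinate, from heatmaps of significant genes or from the text, that edgeR did not call. The settings that called them were as follows. In wild type males, *Gsdmc2*, *Gsdmc3* and *Gsdmc4* were called with every DESeq2 setting, voom and limma on log2 FPKM and without male wild type succinate replicate 1; *Pla2g4c* was called with every DESeq2 setting, voom, no filter, limma on log2 FPKM and all 24 libraries in 1 fit and without male wild type succinate replicate 1; *Alox5* was called with voom and without male wild type succinate replicate 1; *Sucnr1* was called with voom; *Dclk1* was called with none. In wild type females, *Gsdmc2*, *Gsdmc3*, *Gsdmc4* and *Dclk1* were called with every DESeq2 setting, voom and all 24 libraries in 1 fit and without female wild type succinate replicate 3; *Pla2g4c* was called with every DESeq2 setting, voom, 10 counts in every library, the replicate block, the length offset and replicate block, limma on log2 FPKM and all 24 libraries in 1 fit and without female wild type succinate replicate 3; *Alox5* was called with every DESeq2 setting and all 24 libraries in 1 fit and without female wild type succinate replicate 3; *Sucnr1* was called with none. In *Ptk6*−/− females, *Sucnr1* was called with every DESeq2 setting; *Dclk1* was called with every DESeq2 setting, voom and all 24 libraries in 1 fit; *Il13* was called with DESeq2 and its default filtering, DESeq2 without independent filtering, DESeq2 without either filter and voom. The paper states that *Muc2* and *P2ry4* fall after succinate in *Ptk6*−/− mice. In *Ptk6*−/− females, *Muc2* was called with DESeq2 and its default filtering; *P2ry4* was called with every DESeq2 setting; in *Ptk6*−/− males, *Muc2* and *P2ry4* were called with none. The paper states that both genes are higher in *Ptk6*−/− controls of both sexes. edgeR gave *P2ry4* an adjusted p of 0.214 in males and 0.460 in females, and *Muc2* 0.373 in females. In control males, *P2ry4* was called with voom and without male wild type control replicate 1; in control females, *P2ry4* was called with voom and without female *Ptk6*−/− control replicate 3; *Muc2* was called with none.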

Other observations

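Tests chosen after the result was seen were those of the library with most *Rn18s-rs5* counts, the trend with gene length, the overlapping genes, the enterocyte share, the proximal and distal lists, and the splits of the enrichment scores, the innate mucosa list and the control genotype counts. The 2 tests that join a length offset with a library left out were written after the counts without the library and the slopes were seen.

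The 6 libraries of a comparison make 10 splits into groups of 3, the real one included, and every number of splits here counts the real one. As many genes were called in 1 of 10 splits for the genotype effect in males, 2 in females, 10, 10 and 10 for the succinate effects in wild type males, *Ptk6*−/− males and wild type females, and 1 in *Ptk6*−/− females. In the 3 comparisons with 10 the count of the real groups was 0, which every split reaches, so those shares say nothing. The innate mucosa list gave a fry p as small in 1 and 5 of 10 splits in males and females, and the enrichment score one as large in 2 and 2. For the tuft cell list the succinate effect gave 1, 8, 1 and 1 of 10 in the order above. With 10 splits a share cannot be under 0.1, so chance cannot be told apart for the other results here. For interactions, the count of 0 genes was reached in 40 of 40 splits for each of 5 interactions and 25 of 25 for that of sex, genotype and succinate, which says nothing, since every split reaches 0. The tuft cell list gave 29 of 40 for the interaction of genotype and succinate in females and 3 of 25 for that of sex, genotype and succinate. Splits for interactions mixed all groups of a test, so the separate effects of its factors enter these shares and they cannot decide.

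The library with the most *Rn18s-rs5* counts is argued against as the cause of the genes called between genotypes in control males, since 211 were called without it, 93 of them the same genes. A trend with gene length as the whole cause is argued against, as 48 genes were called with the length offset, 41 of them called without it. For the calls that go away with the offset, the trend and the genotype cannot be told apart: the lowest slope of a male *Ptk6*−/− control was 0.103, the gap between the genotypes' mean slopes was 0.154, and the slopes within a group ranged by up to 0.257. The median gene length of the higher calls was 1.63 times that of all genes tested, and that of the lower calls 0.176 times. In females without *Ptk6*−/− replicate 3, 839 genes were called with the offset, and in succinate-treated wild type males without replicate 1, 841, so the trend is argued against as the whole cause there too.

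In control males the ratio of mean FPKM gave more higher than lower genes, 532 and 137, against 174 and 208 by DESeq2's fold change with the same p. The median log2 ratio of mean FPKM was 0.35 in males and 0.070 in females. After each FPKM was divided by the share of counts outside *Rn18s-rs5*, 206 genes were higher and 176 lower. The values are consistent with FPKM lowered in 1 wild type library by its *Rn18s-rs5* counts. The split of higher and lower calls also moved with the test, from 99 and 43 with edgeR to 173 and 134 with DESeq2 and 40 and 8 with the length offset, for the genotype effect in control males.

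The calls of *Igf2*, *Zc3h11a* and *Pagr1a* may reflect reads counted on 1 of several overlapping genes, since summed over their loci the log2 fold changes were 0.70, 0.45 and −0.57. A lower share of enterocytes is argued against as the cause of the higher tuft cell genes after succinate in females, because the goblet cell list rose by 0.40 in wild type and 0.64 in *Ptk6*−/− females (−0.068 without succinate replicate 1 and 0.34 without succinate replicate 2), where the tuft cell list rose by 2.31 and 2.48. Tissue taken nearer the stomach and an effect of succinate cannot be told apart as the cause of lower distal intestine genes, because the members of the proximal intestine list went both ways, 3 of 6 higher in *Ptk6*−/− and 4 of 6 in wild type females. The median changed by −0.18 in *Ptk6*−/− and 0.10 in wild type females (−0.16 without female wild type succinate replicate 1), where the distal list changed by −1.48 and −1.47. No biological explanation was tested.

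Median log2 fold changes of the other lists follow, in the order of the genotype effect in males and females and the succinate effect in wild type males, *Ptk6*−/− males, wild type females and *Ptk6*−/− females. The enterocyte list had 0.13, −0.23, −0.19, −0.19, −0.64, −0.83. The proximal intestine list had 0.36, 0.077, 0.21, −0.39, 0.10, −0.18. The distal intestine list had −0.24, −0.49, 0.099, 0.77, −1.47, −1.48. The lymphoid follicle list had −0.59, 2.40, 1.47, −0.49, 2.00, −0.38. The smooth muscle list had −0.18, −0.26, 0.86, 0.53, 0.73, 0.74. The lung list had −0.83, 4.67, 0.32, 0.036, 0.37, −0.54. The striated muscle list had −0.16, −0.67, 0.47, 2.04, 8.31, 0.28. The erythrocyte list had −0.54, −0.69, 0.99, 2.21, −0.39, −1.02. The alpha-defensin list had −1.05, −0.53, 0.12, 1.14, −0.88, 0.47. The ribosomal protein list had −0.88, −0.64, 0.25, 1.23, −0.057, 0.28. The replication histone list had −2.82, 0.27, −2.36, 2.93, 0.55, −0.48. The mitochondrial list had 0.18, 0.77, −0.051, 0.33, 1.83, −0.93. The sex-linked list was tested in 4 of these comparisons, with 0.29, 0.17, −0.23, 3.50 for the genotype effect in males and the succinate effects in wild type males, *Ptk6*−/− males and wild type females. With genes at the floor held at their bound, the lung list had 2.43 for the genotype effect in females, where 3 of its 6 genes were at the floor. On log2 FPKM some medians kept their direction and moved far. In *Ptk6*−/− males after succinate, distal intestine had 0.0079, alpha-defensin 0.067 and ribosomal protein 0.22, while enterocyte grew to −0.98. For the genotype effect in males, replication histone had −0.73 on log2 FPKM. The pancreas list had 5 genes with a count, 2 of them tested in females and none in the male comparisons, with −0.41 for the genotype effect and 0.061 and 0.73 for the succinate effect in wild type and *Ptk6*−/− females. The direction of these lists reversed with the scaling as follows: for the genotype effect in males, on log2 FPKM, distal intestine (0.16), smooth muscle (0.25), striated muscle (0.035), with the length offset, smooth muscle (0.062); for the genotype effect in females, on log2 FPKM, proximal intestine (−0.43), replication histone (−0.0023); for the succinate effect in wild type males, on log2 FPKM, enterocyte (0.15), mitochondrial (0.29), with the length offset, mitochondrial (0.32); for the succinate effect in *Ptk6*−/− males, on log2 FPKM, smooth muscle (−0.19), mitochondrial (−0.25), with the length offset, mitochondrial (−0.029).

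Leaving out 1 library reversed many of these medians or moved them more than 1.5 times. The furthest such values below and above each median are given. Leaving out a library can also change which genes are tested, as for the lung list in control females, where 3 genes were at the floor. Between genotypes in control males, enterocyte 0.067 without male *Ptk6*−/− control replicate 3 and 0.27 without male *Ptk6*−/− control replicate 1; distal intestine −0.040 without male *Ptk6*−/− control replicate 1; lymphoid follicle −1.74 without male *Ptk6*−/− control replicate 2 and 0.73 without male wild type control replicate 1; smooth muscle −0.29 without male *Ptk6*−/− control replicate 2 and 0.019 without male *Ptk6*−/− control replicate 1; striated muscle −0.56 without male wild type control replicate 3 and 0.075 without male wild type control replicate 1; erythrocyte −0.35 without male wild type control replicate 1; replication histone −0.14 without male wild type control replicate 1; mitochondrial −0.075 without male *Ptk6*−/− control replicate 3. Between genotypes in control females, enterocyte −0.36 without female *Ptk6*−/− control replicate 3 and −0.087 without female *Ptk6*−/− control replicate 1; proximal intestine −0.076 without female *Ptk6*−/− control replicate 3 and 0.24 without female *Ptk6*−/− control replicate 2; distal intestine −0.83 without female *Ptk6*−/− control replicate 3 and −0.31 without female *Ptk6*−/− control replicate 1; smooth muscle −0.95 without female *Ptk6*−/− control replicate 3 and −0.075 without female *Ptk6*−/− control replicate 1; lung 0.024 without female *Ptk6*−/− control replicate 2; erythrocyte −2.06 without female *Ptk6*−/− control replicate 3 and −0.30 without female *Ptk6*−/− control replicate 2; alpha-defensin −1.10 without female *Ptk6*−/− control replicate 3 and −0.0086 without female wild type control replicate 2; ribosomal protein −1.35 without female *Ptk6*−/− control replicate 3 and −0.35 without female *Ptk6*−/− control replicate 2; replication histone −0.23 without female *Ptk6*−/− control replicate 3 and 0.50 without female *Ptk6*−/− control replicate 2; mitochondrial 0.094 without female *Ptk6*−/− control replicate 3; pancreas 0.055 without female *Ptk6*−/− control replicate 1. After succinate in wild type males, enterocyte −0.099 without male wild type control replicate 3; proximal intestine −0.066 without male wild type succinate replicate 2; distal intestine −0.10 without male wild type succinate replicate 3 and 0.29 without male wild type succinate replicate 1; lymphoid follicle 0.95 without male wild type control replicate 3 and 2.63 without male wild type control replicate 1; smooth muscle 0.27 without male wild type succinate replicate 3; lung 0.18 without male wild type succinate replicate 3; striated muscle −0.012 without male wild type control replicate 3 and 1.24 without male wild type control replicate 1; alpha-defensin −0.19 without male wild type succinate replicate 2 and 0.45 without male wild type succinate replicate 1; ribosomal protein −0.037 without male wild type succinate replicate 2 and 0.54 without male wild type succinate replicate 1; replication histone 0.40 without male wild type control replicate 1; mitochondrial −0.45 without male wild type succinate replicate 1 and 0.38 without male wild type control replicate 1; sex-linked 0.070 without male wild type succinate replicate 2. After succinate in *Ptk6*−/− males, enterocyte −0.35 without male *Ptk6*−/− succinate replicate 3 and 0.079 without male *Ptk6*−/− succinate replicate 1; proximal intestine −0.12 without male *Ptk6*−/− succinate replicate 1; distal intestine 0.49 without male *Ptk6*−/− succinate replicate 1; lymphoid follicle −0.84 without male *Ptk6*−/− succinate replicate 3 and 0.68 without male *Ptk6*−/− control replicate 2; smooth muscle 0.35 without male *Ptk6*−/− control replicate 1; lung −0.16 without male *Ptk6*−/− control replicate 3 and 0.40 without male *Ptk6*−/− control replicate 2; striated muscle 0.76 without male *Ptk6*−/− succinate replicate 1; erythrocyte 0.32 without male *Ptk6*−/− succinate replicate 1; alpha-defensin 0.072 without male *Ptk6*−/− succinate replicate 1; ribosomal protein 0.38 without male *Ptk6*−/− succinate replicate 1; replication histone 0.42 without male *Ptk6*−/− succinate replicate 1; mitochondrial 0.53 without male *Ptk6*−/− succinate replicate 2; sex-linked −0.52 without male *Ptk6*−/− succinate replicate 2 and −0.11 without male *Ptk6*−/− succinate replicate 1. After succinate in wild type females, enterocyte −1.25 without female wild type succinate replicate 3 and −0.40 without female wild type succinate replicate 2; proximal intestine −0.16 without female wild type succinate replicate 1 and 0.21 without female wild type succinate replicate 2; distal intestine −2.27 without female wild type succinate replicate 3; lung 0.040 without female wild type control replicate 3; striated muscle 0.097 without female wild type succinate replicate 2; erythrocyte −0.77 without female wild type succinate replicate 2 and −0.18 without female wild type control replicate 3; alpha-defensin −1.33 without female wild type succinate replicate 1 and −0.13 without female wild type control replicate 2; ribosomal protein −0.42 without female wild type succinate replicate 1 and 0.30 without female wild type succinate replicate 3; replication histone 0.28 without female wild type control replicate 1; mitochondrial 0.28 without female wild type succinate replicate 2; pancreas 0.0028 without female wild type control replicate 3 and 0.37 without female wild type succinate replicate 2. After succinate in *Ptk6*−/− females, proximal intestine −0.35 without female *Ptk6*−/− succinate replicate 3 and −0.12 without female *Ptk6*−/− succinate replicate 2; lymphoid follicle −3.65 without female *Ptk6*−/− succinate replicate 3 and −0.015 without female *Ptk6*−/− control replicate 2; smooth muscle 0.44 without female *Ptk6*−/− succinate replicate 2 and 1.37 without female *Ptk6*−/− control replicate 3; lung −0.88 without female *Ptk6*−/− control replicate 1 and −0.17 without female *Ptk6*−/− control replicate 3; striated muscle −0.073 without female *Ptk6*−/− succinate replicate 2 and 0.61 without female *Ptk6*−/− control replicate 3; erythrocyte 0.34 without female *Ptk6*−/− control replicate 3; alpha-defensin −0.066 without female *Ptk6*−/− succinate replicate 2 and 0.86 without female *Ptk6*−/− control replicate 3; ribosomal protein −0.25 without female *Ptk6*−/− succinate replicate 2 and 0.99 without female *Ptk6*−/− control replicate 3; replication histone −0.76 without female *Ptk6*−/− succinate replicate 2 and −0.11 without female *Ptk6*−/− control replicate 3; mitochondrial −0.58 without female *Ptk6*−/− control replicate 3; pancreas 0.27 without female *Ptk6*−/− control replicate 1.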
